# Glucose transporter Glut1 controls diffuse invasion phenotype with perineuronal satellitosis in diffuse glioma microenvironment

**DOI:** 10.1093/noajnl/vdaa150

**Published:** 2020-10-30

**Authors:** Masafumi Miyai, Tomohiro Kanayama, Fuminori Hyodo, Takamasa Kinoshita, Takuma Ishihara, Hideshi Okada, Hiroki Suzuki, Shigeo Takashima, Zhiliang Wu, Yuichiro Hatano, Yusuke Egashira, Yukiko Enomoto, Noriyuki Nakayama, Akio Soeda, Hirohito Yano, Akihiro Hirata, Masayuki Niwa, Shigeyuki Sugie, Takashi Mori, Yoichi Maekawa, Toru Iwama, Masayuki Matsuo, Akira Hara, Hiroyuki Tomita

**Keywords:** diffuse invasion, glioma, glycolysis, glucose transporter, perineuronal satellitosis

## Abstract

**Background:**

Gliomas typically escape surgical resection and recur due to their “diffuse invasion” phenotype, enabling them to infiltrate diffusely into the normal brain parenchyma. Over the past 80 years, studies have revealed 2 key features of the “diffuse invasion” phenotype, designated the Scherer’s secondary structure, and include perineuronal satellitosis (PS) and perivascular satellitosis (PVS). However, the mechanisms are still unknown.

**Methods:**

We established a mouse glioma cell line (IG27) by manipulating the histone H3K27M mutation, frequently harboring in diffuse intrinsic pontine gliomas, that reproduced the diffuse invasion phenotype, PS and PVS, following intracranial transplantation in the mouse brain. Further, to broadly apply the results in this mouse model to human gliomas, we analyzed data from 66 glioma patients.

**Results:**

Increased H3K27 acetylation in IG27 cells activated glucose transporter 1 (Glut1) expression and induced aerobic glycolysis and TCA cycle activation, leading to lactate, acetyl-CoA, and oncometabolite production irrespective of oxygen and glucose levels. Gain- and loss-of-function in vivo experiments demonstrated that Glut1 controls the PS of glioma cells, that is, attachment to and contact with neurons. GLUT1 is also associated with early progression in glioma patients.

**Conclusions:**

Targeting the transporter Glut1 suppresses the unique phenotype, “diffuse invasion” in the diffuse glioma mouse model. This work leads to promising therapeutic and potential useful imaging targets for anti-invasion in human gliomas widely.

**Key Points**

- Glut1-dependent glycolytic switch controls the perineuronal satellitosis, that is, attachment to and contact with neurons.
- Glut1 inhibition and metabolism-based imaging are useful for anti-invasion therapy.

**Importance of the Study**

The mechanisms controlling the diffuse invasion phenotype of gliomas are poorly understood. Recent evidence suggests that chromatin remodeling, particularly histone acetylation, is tightly linked to metabolic rewiring in tumor cells and their microenvironment. We established a glioma cell line with H3.3K27M that reproduces and recapitulates the human diffuse invasion phenotype in the mouse brain. This study makes a significant contribution to the literature because we found that Glut1-dependent metabolic rewiring via histone acetylation in glioma cells triggers conversion to the diffuse invasion phenotype. Glut1 regulation is required for glioma cells to control their invasive phenotypes via metabolic and epigenetic alterations in the glioma microenvironment. We propose a therapeutic target and potential useful imaging method, leading to an innovative anti-invasion therapy with combination of conventional antiangiogenic agents and surgical resection.

Glioma is the most common primary malignant brain tumor, accounting for approximately 30% of cases.^1^ High-grade gliomas, such as glioblastomas, are highly malignant with a median survival of 15 months.^2^ These tumors are currently incurable due to their invasive nature.^3^

This “diffuse invasion” phenotype is defined as the infiltration of glioma cells into normal brain parenchyma, which is unique to glioma cells.^4^ Glioma cells microscopically infiltrate into the space between neural cells along pre-existing blood vessels, while solid tumors in other organs show intravascular invasion and spread. Diffuse invasion without mass forming is frequently observed in diffuse intrinsic pontine glioma (DIPG).

Over the past 80 years, studies have revealed 2 key features of the “diffuse invasion” phenotype, designated the Scherer’s secondary structure, and include perivascular satellitosis (PVS) and perineuronal satellitosis (PS).^5^ These dynamic structures appear to attract glioma cells and promote their invasion^6,7^; however, the mechanisms controlling the diffuse invasion phenotype are poorly understood.

Metabolic stress, such as hypoxia and glucose deprivation, causes phenotypic switching of glioma cells.^8^ In vitro and in silico analysis suggested that aerobic glycolysis (also referred to Warburg effect) is utilized in these harsh environments.^9,10^ However, the relationship between aerobic glycolysis and the diffuse invasion phenotype remains unclear. This is due to difficulties in isolating diffuse invasive glioma cells from tissues and the lack of an easily reproducible and manageable glioma in vivo model with complete PS and PVS.^11^

Glioma cells show diverse genetic, epigenetic, metabolic, and microenvironmental compositions, leading to their phenotypic heterogeneity.^12^ A key mutation is a somatic mutation in histone *H3F3A*, leading to a lysine 27 to methionine mutation at histone H3 variant H3.3 (H3.3K27M), which is frequently identified in DIPGs.^13–15^ This H3.3K27M-mutant glioma exhibits epigenetic modifications, such as global loss of H3K27 trimethylation (H3K27me3) and reciprocal gain of H3K27 acetylation (H3K27ac).^16,17^ H3.3K27M mutation in DIPGs also enhances glycolysis and tricarboxylic acid (TCA) cycle metabolism to produce 2-Oxoglutaric acid (also referred to α-KG).^17^ However, it is unknown if these epigenetic and metabolic changes link to the diffuse invasion phenotype.

To our knowledge, an easily reproducible and manageable glioma in vivo model with complete PS is still lacking.^11,18^ Here, we established a rare glioma cell line that reproduces and recapitulates the human diffuse invasion phenotype in the mouse brain. Using this in vivo model, we investigated the mechanisms of the phenotype.

## Materials and Methods

### Ethics Statement and Study Approval

In human experiments, informed patient consent and prior approval from the Gifu University Hospital Affiliated to Gifu University Graduate School of Medicine Ethics Committees were obtained before the clinical materials were used for research purposes (no. 2018–146). All murine experiments were performed in accordance with the Gifu University International Animal Care and Use Committee guidelines for the use of animals (no. 30-21).

### Cells, Mice, and Human Samples

Immortalized glial OS3 cells (RCB1593) established from newborn C3H/HeN mice were obtained from the RIKEN Cell Bank. BALB/c nude (CAnN.Cg-Foxn1nu/CrlCrlj) mice were purchased from Charles River Japan. Human tissue sections were obtained from patients who underwent surgical resection or biopsy from 2012 to 2018 at Gifu University Hospital, Gifu, Japan.

### Cell Culture and Transfection

Cells were cultured in minimum essential medium α with GlutaMAX supplemented with 10% fetal bovine serum, 5 μg/mL bovine insulin, 0.2% D-glucose, and 0.1% penicillin-streptomycin solution at 37°C and 5% CO_2_. Cells were transfected with pcDNA3.1(+)-H3f3a-K27M plasmids and others (3.0 μg DNA per well) using Lipofectamine LTX (Invitrogen) according to the manufacturer’s instructions. Then, several clones were established by drug selection.

### Intracranial Tumor Establishment in Mice

For intracranial glioma cell implantation, 1.0 × 10^5^ cells were suspended in 1 μL phosphate-buffered saline (PBS) and stereotactically injected into the brains of 6–8-week-old male BALB/c nude at the following coordinates: 2 mm lateral and 1 mm anterior to bregma.

### Tissue Preparation

After anesthesia, the thorax of mice was opened, and an incision was made in the inferior vena cava. Perfusion washing was performed with equal volumes of cold 0.1 M PBS and cold 4% paraformaldehyde solution using a drip-infusion system. The brains were dissected, divided into pieces, and used for preparing frozen and paraffin sections.

Paraffin-embedded tissues of mouse and human were cut into 3-μm-thick serial sections, deparaffinized, and stained with hematoxylin and eosin (H&E) or used for immunohistochemistry (IHC).

The tumor area in the mouse brain that was transplanted with each cell type was measured in H&E staining sections using CellSens software (Olympus).

### Definition and Evaluation of PS and PVS

We have microscopically defined PS as follows: neurons with at least one tumor cell in contact with a neuron (Supplementary Figure S1). Five fields in each mouse were randomly selected for invasive areas of the tumor, counted at 400 × magnification, and the mean was calculated. Incidence (%) refers to the number of neurons to which glioma cells attach among the total number of neurons. PVS assessed the same way.

### Time-Lapse Imaging

The cultured cells were automatically monitored via live cell imaging system with Keyence Time Lapse Module (BZ-X800; Keyence) for up to 5 days.

### Real-Time RT-PCR

Total RNA was extracted using the RNeasy kit (Qiagen) according to the manufacturer’s protocol. cDNAs were synthesized using the SuperScript III First-Strand Synthesis Kit (Life Technologies, Inc.). Quantitative real-time RT-PCR was performed using the StepOnePlus system (Applied Biosystems). The primers that were used for real-time RT-PCR are listed in Supplementary Table S6. To analyze relative gene expression, we used the comparative Ct method. Two independent experiments were performed, with duplicate reactions in each experiment. Beta-actin was used as a housekeeping gene for normalization.

### Statistical Analysis

For mouse experiments, statistical details of experiments can be found in the figure legends. Statistical significance was determined using Mann–Whitney or Fisher’s exact tests. All statistical analyses were carried out in GraphPad Prism 6.0.

### Additional Methods

Western blotting, scanning electron microscopy, lactate assay, microarray analysis, metabolome analysis, glucose uptake assay, Seahorse XF glycolysis stress test, Chip-qPCR, and DNP-MRI imaging are described in the Supplementary Methods. All materials are listed in the Supplementary Table S1.

### Data Availability

All microarray data were deposited in Gene Expression Omnibus (GEO) under dataset accession no. GSE126725 (http://www.ncbi.nlm.nih.gov/geo/).

## Results

### Generation of Diffuse Glioma Model Induced by Gain of H3.3K27M Mutation

We attempted to introduce an H3.3K27M plasmid vector (Supplementary Figure S2) into primary mouse glial cells isolated from neonatal mouse brains (Figure 1A); however, the transfected cells did not proliferate and stopped growing. Further, human primary astrocytes and human immortalized fetal glial cells were transfected with the H3.3K27M plasmid vector but did not proliferate. These failures are similar to those described in a previous report of immortalized normal human astrocytes.^19^

**Figure 1.**
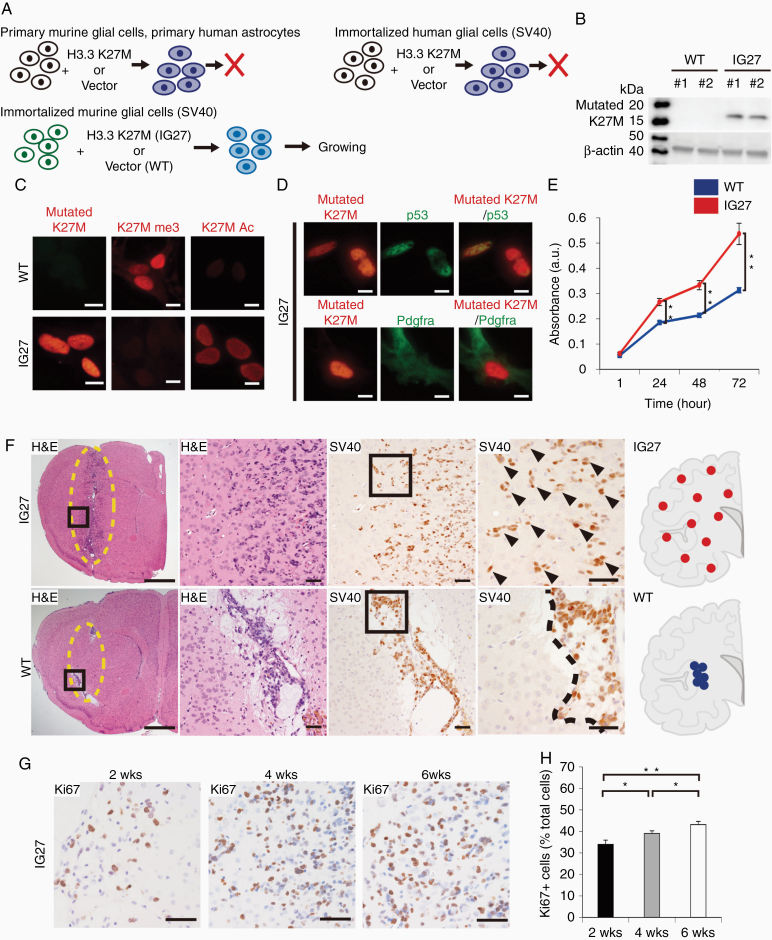
Diffuse glioma model driven by gain of H3.3K27M mutation. (A) Gene transfer via pcDNA3.1-H3.3K27M plasmid in the indicated cells. (B) Western blot analysis of IG27 and WT cells lysates with H3K27M (mutated K27M) and β-actin (*n* = 2 each) antibodies. (C) Immunocytochemistry analysis of mutated K27M, trimethyl K27me3, and K27Ac in IG27 and WT cells. Scale bars, 10 µm. (D) Double immunocytochemical localization in IG27 cells. Upper images: mutated K27M (red) and p53 (green). Lower images: mutated K27M (red) and Pdgfra (green). Scale bars, 10 µm. (E) Proliferative activity of IG27 and WT cells examined by cell counting assay. Each plot represents the mean ± SEM of 3 independent experiments. **P < .01 by Mann–Whitney test. (F) H&E staining and immunohistochemistry (IHC) for SV40 at 4 weeks following transplantation of IG27 cells (upper images) and WT cells (lower images) into mouse brains. Schematic representations of the expansion of IG27 cells (upper image, red dots) and WT cells (lower image, blue dots). Arrow heads indicate IG27 cells. Scale bars, 1 mm (leftmost images), 50 µm (right images). (G) IHC for Ki67 in mouse brains transplanted with IG27 cells. Scale bars, 50 µm. (H) Quantification of Ki67-positive cell ratio in each cohort (*n* = 2 each; 6 fields per mouse). Bars represent the mean ± SEM. *P < .05; **P < .01 by Mann–Whitney test.

Therefore, we transfected the H3.3K27M plasmid vector into immortalized murine glial cells with SV40; these cells exhibit bipotential glial progenitor cell-like properties.^20^ We successfully generated H3.3K27M-OS3 (IG27) cells, which were able to grow, and wild type OS3 cells carrying an empty vector (WT) (Figure 1A). H3.3K27M protein expression in IG27 cells was confirmed by western blotting (Figure 1B). To evaluate histone modifications in IG27 cells, we performed IHC analysis of H3K27M, H3K27me3, and H3K27ac. IG27 cells showed increased H3K27ac expression and reduced H3K27me3 expression compared to WT cells (Figure 1C), indicating that the IG27 cells have similar histone modifications as human H3.3K27M-mutant gliomas.^16^

Further, IG27 cells showed nucleic p53 and cytoplasmic platelet-derived growth factor receptor alpha (Pdgfra) expressions (Figure 1D); this pattern is frequently observed in human H3.3K27M-mutant diffuse gliomas.^19^ The proliferative activity of IG27 cells was slightly higher than that of WT cells (Figure 1E); however, in vitro colony formation did not significantly differ between IG27 WT cells (Supplementary Figure S3).

To evaluate orthotopic tumor formation in vivo, we injected IG27 or WT cells into the midbrain in neonatal and 6–8-week-old nude mice (*n* = approximately 40 and 15, respectively). However, no tumor developed. Most of the mice died prematurely from hemorrhage and hernia. Thus, we injected into the temporal lobe of 6–8-week-old nude mice (Figure 1F). Diffuse infiltrating cells were observed in the brains injected with IG27 cells without mass formation or a necrotic core, in contrast, WT cells developed slowly as a small mass without diffuse invasion (Figure 1F).

The transplanted IG27 cells exhibited gradual, diffuse intracerebral expansion over time with high proliferation (Figure 1G and H), confirming that this model has tumorigenesis properties as in DIPG.

### H3.3K27M-Driven Glioma Model Phenocopies Diffuse Invasion of Human Gliomas

We assessed PS and PVS (Supplementary Figure S1), 2 key phenotypes of diffuse invasion, in IG27-diffuse glioma and control WT glioma. IG27-diffuse glioma exhibited PS and PVS with massive infiltration into the normal parenchyma (Figure 2A and B). Further, the IG27-diffuse glioma cells were also observed to infiltrate along nerve fibers in the white matter tracts (Supplementary Figure S4). In contrast, WT glioma developed much lower levels of PS than IG27-diffuse glioma (Figure 2A and B). We found that IG27 cells grew around PS and PVS (Figure 2B), mimicking the growth pattern of human malignant diffuse glioma.

**Figure 2.**
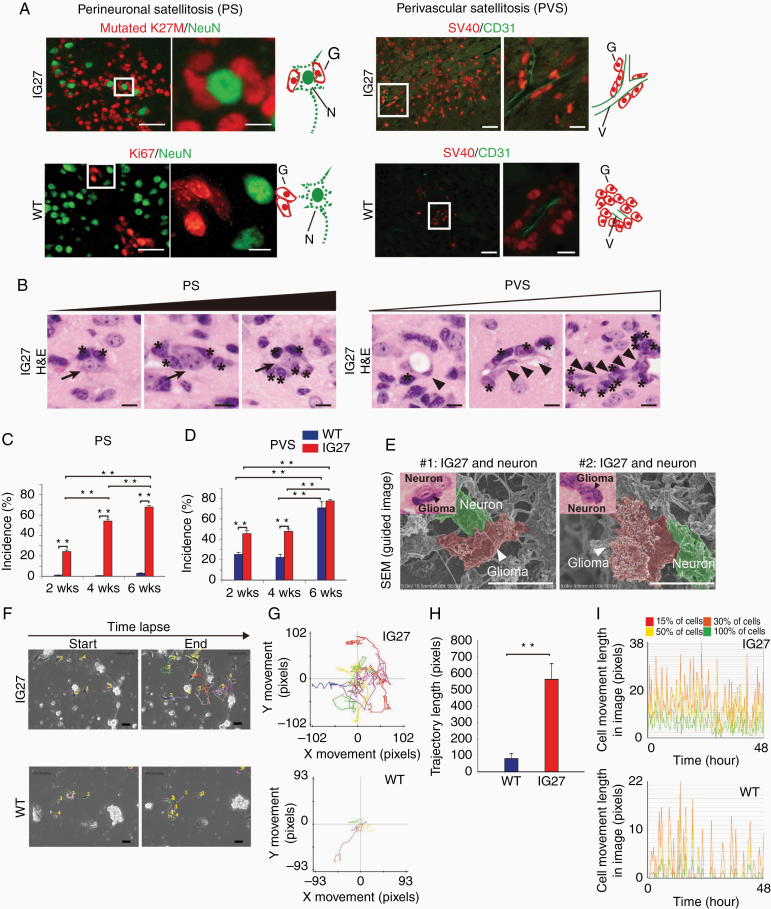
IG27-diffuse glioma reproduces diffuse invasion phenotype of human gliomas. (A) Double immunofluorescence (IF) staining of PS and PVS in IG27 cells- and WT cells-transplanted gliomas (IG27 and WT, respectively). IG27 glioma cells indicate H3-mutated K27M (red) or SV40 (red); WT glioma cells indicate Ki67 (red) or SV40 (red). Neurons indicate NeuN (green); vessels indicate CD31 (green). G, glioma cell; N. neuron; V, vessel. Scale bars, 50 µm (left images), 10 µm (right images). (B) H&E staining showing the temporal change in PS (left images) and PVS (right images), indicating the pattern by which IG27 cells accumulate and proliferate around neurons and vessels. *, IG27 cell; arrow, neuron; arrowhead, endothelial cell. Scale bars, 10 µm. (C, D) Quantitative analysis of the incidence of PS (C) and PVS (D) at 2, 4, and 6 weeks after transplantation of IG27 cells. *n* = 3 each. Bars represent the mean ± SEM. **P < .01 by Mann–Whitney test. (E) Three-dimensional (3D) images of PS by scanning electron microscopy. Scale bars, 10 µm. (F–I) Start and end images (F), centered trajectory images (G) and length (H), and cell movement length (I) of tracked IG27 (upper images) and WT (lower images) cells cocultured with primary neurons. Tracking of cells in each cohort (*n* = 5 each). Color lines indicate tracking from start to end. Bars represent the mean ± SEM. **P < .01 by Mann–Whitney test. Scale bars, 10 µm.

To investigate the changes that occur during PS and PVS diffuse glioma progression, we analyzed the incidence of PS and PVS in IG27-diffuse glioma and control WT glioma at 2, 4, and 6 weeks after glioma cell injection into the brain. Unlike WT glioma, IG27-diffuse glioma increased the incidence of PS over time (Figure 2C). Both IG27-diffuse and WT gliomas showed an increased incidence of PVS over time (Figure 2D); however, the difference between the incidence of PVS in IG27-diffuse and WT glioma at 6 weeks was not significant (Figure 2C). These results indicate that IG27-diffuse glioma maintains the histological diffuse invasion phenotype during progression.

While the PS of Scherer’s secondary structure in human gliomas has been observed for 80 years, the actual structure of PS has been visualized only through 2-dimensional microscopes. Thus, we found that IG27 cells were rigidly attached to neurons in IG27-diffuse glioma according to 3-dimensional (3D) images obtained by scanning electron microscopy (Figure 2E).

To examine the direct relationship between IG27 cells and pre-existing neurons, we performed in vitro co-culture experiments (Figure 2F–I). Primary neurons were isolated from the brains of neonatal WT mice, cultured, and maintained to form neuron aggregates. Subsequently, IG27 or WT cells were cocultured with these neurons. Analysis by 48-h time lapse imaging and tracking of IG27 and WT cells revealed actively migrating IG27 cells around neuronal aggregates compared to WT cells (Figure 2F–I and Supplementary Movie S1–S3). The total trajectory lengths of 5 individual IG27 cells were significantly longer than 5 WT cells (Figure 2I). In sequential analyses by time lapse imaging, IG27 cells attached to and grew around neuronal aggregates (Supplementary Figure S5 and Supplementary Movie S4); however, this was uncommon for WT cells.

Collectively, 46 of 46 (100%) IG27 cell-injected mice developed diffuse gliomas, whereas 6 of 10 (60%) WT cell-injected mice developed very small gliomas with no diffuse invasion. Together, the IG27-diffuse glioma model accurately reproduces human the diffuse invasion.

### H3.3K27M-Mutant Glioma Cells Activate Cellular Glycolysis and Increase Acetyl-CoA and Oncometabolites

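RNA expression was measured in 3 samples of WT cells (OS3 glial cells with the empty vector) and 3 samples of IG27 cells, taken after 2 days of culture. Each sample was labeled with Cy3 and hybridized to 1 single-color Agilent mouse array, and all 6 arrays were on 1 slide. For each array the authors deposited the intensities read by Feature Extraction, together with a table of the processed signal of every probe. The deposited scanner output of IG27 replicate 2 stops after 285 of 62976 spots, so its values were taken from that table, which equals the scanner output of the other arrays within a relative tolerance of 1e-04 (the table exchanges WT replicates 2 and 3 with each other, which leaves the comparison of the groups unchanged). The processed signal was turned to log2 and the 75th percentile of each array was subtracted. Of 56605 probes that are not controls, between 33294 and 34633 (58.8% to 61.2%) were well above background on each of the 5 arrays with complete scanner output, and no spot was saturated. The probes' accessions named 32994 probes for 22911 genes, and 14898 genes with a probe well above background on every complete array of at least 1 group were tested with limma. The number of arrays limits the precision of the values. The gene of the expressed histone, *H3f3a*, had normalized log2 intensities of 6.96, 6.70 and 6.85 in WT replicates 1 to 3 and of 6.61, 6.52 and 6.61 in IG27 replicates 1 to 3. Its log2 fold change was -0.26 (standard error 0.08, adjusted p = 0.0237 from limma with Benjamini-Hochberg adjustment), and the call was lost in 9 of 16 alternative settings. The 3 probes of *H3f3a* ranged from -0.26 to 0.17, and the files do not say whether any of them reads the RNA of the transfected plasmid, so the level of this gene neither checks nor contradicts the sample labels.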

Next, we performed transcriptional profiling and gene set enrichment analysis^21^ for IG27 and WT cells. 

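Of the 14898 genes tested, 10498 (70.5%) differed between IG27 and WT cells at an adjusted p under 0.05 (limma, two-sided, Benjamini-Hochberg adjustment), of which 4541 were higher and 5957 lower in IG27 cells. At least a 2-fold change was found in 3442 of them, 1701 higher and 1741 lower. The alternative that moved the count most, the row of the slide as a block, gave 8943 genes, with WT replicate 2 as the only WT array in the row of the IG27 arrays. Of the genes that rose most, *Tm4sf1* was well above background on every complete array and had a log2 fold change of 10.17 (standard error 0.05, adjusted p = 2.18e-08 from limma). The other genes named here were not well above background in 1 of the groups, so that the bright group's mean was set against a lower bound, the mean of, per array, the higher of the probe's own value and the lowest value among probes well above background. By this bound *Cavin3* was at least 2844.1-fold, *Prxl2b* at least 1087.8-fold, *Sema3c* at least 363.6-fold and *Crym* at least 347.3-fold higher in IG27 cells. By the same bound *Gm10487* was at least 1022.9-fold, *Col4a1* at least 428.1-fold, *Col4a2* at least 188.3-fold, *Slc44a5* at least 139-fold and *Ppp1r9a* at least 97.2-fold lower in IG27 cells. The other, dimmer probes of *Slc44a5* and *Ppp1r9a* gave smaller bounds, at least 7.7-fold and at least 2.9-fold lower. The gene ontology sets of Supplementary Table S2 are listed there without their members, so the same ranking was tested with 684 mouse Reactome gene sets. At an FDR under 0.25, 16 sets were higher and 10 lower in IG27 cells, and at p under 0.001 the numbers were 10 and 3 (gene permutation). Chemokine receptors bind chemokines had a normalized enrichment score of 2.09 (p = 1.89e-04, FDR 0.0184, permutation of genes), and Interferon Signaling had a score of 1.75 (p = 1.62e-04, FDR 0.0184, permutation of genes). Among the lower sets, M Phase had a score of -1.56 (p = 5.98e-04, FDR 0.0455, permutation of genes). These counts depended on the set test, as fry called 208 sets higher and 385 lower, camera 6 and 7, and permutation of the sample labels none. The lower sets also depended on scaling, with 3 under quantile normalization, where M Phase was not among them (score -1.09, p = 0.218, FDR 0.803, permutation of genes).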

Gene ontology analysis revealed 303 gene sets significantly enriched in IG27 compared to WT cells (*P* < .001;Supplementary Table S2). 

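The members of the gene sets drawn in Figure 3A and Supplementary Figure S6 are not among the deposited data. A list of 58 genes was therefore written by hand, of enzymes of glycolysis and gluconeogenesis. It also holds alcohol and aldehyde dehydrogenases, acetyl-CoA synthetases and genes of the pyruvate dehydrogenase complex. Of the 58 genes, 44 were tested, and the list had a normalized enrichment score of 1.2 toward IG27 cells (p = 0.187, permutation of genes, two-sided). Of the 44 genes, 21 were higher and 14 lower in IG27 cells at an adjusted p under 0.05 (22 and 15 when adjusted over the list alone), with a median log2 fold change of 0.20. Of the genes of the further kinds, *Acss1*, *Adh1*, *Adh5*, *Adh7*, *Aldh3b1*, *Aldh7a1*, *Aldh9a1*, *Pdha1*, *Pdhb* and *Dld* were lower. *Aldh1a3*, *Aldh1b1*, *Aldh2*, *Aldh3a1* and *Dlat* were higher. The tally and the score therefore do not describe enzymes of glycolysis alone. The Reactome set Glycolysis, with 24 genes tested, had a score of 1.28 (p = 0.144, permutation of genes). With probes well above background on every array this set had 1.6 (p = 0.0197 and 0.059 after adjustment over 6 sets, permutation of genes). With normexp background correction it had 1.65 (p = 0.012 and 0.0235 after the adjustment, permutation of genes). In the other settings so adjusted its unadjusted p was over 0.05. Fry, which tests the arrays and not the genes, called the list higher (p = 1.38e-04), though it also called 208 of 684 Reactome sets higher and 385 lower, and so did the ranking after normexp background correction, a setting chosen after seeing the data, with a score of 1.45 (p = 0.0414 and 0.0497 after adjustment over 6 sets, permutation of genes). Camera after centering each gene on its chromosome's median, also chosen after seeing the data, gave an adjusted p of 0.0612 over 6 lists in limma. Without this centering camera gave an adjusted p of 0.135. The largest change in the list was that of *Pfkp*, with a normalized log2 intensity of -3.53 ± 0.14 (SD, n = 3) in WT cells and 2.36 ± 0.04 (SD, n = 3) in IG27 cells, among the members well above background in both groups. For stemness, 35 genes of the heat map in Supplementary Figure S6 were found on the array, and 34 of them were higher in IG27 cells (adjusted p under 0.05 from limma, and the same number when adjusted over the list alone). The study chose these genes on the same samples, so the tally is not independent evidence. From the levels of the stemness-related genes, the paper reasons that IG27 cells have properties of stem cells.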

Particularly, genes associated with glycolysis were associated with the molecular phenotypes of IG27 cells (Figure 3A), which showed significantly increased levels of stemness-related genes^22^ (Supplementary Figure S6), indicating the stem cell-like properties of these cells.

**Figure 3.**
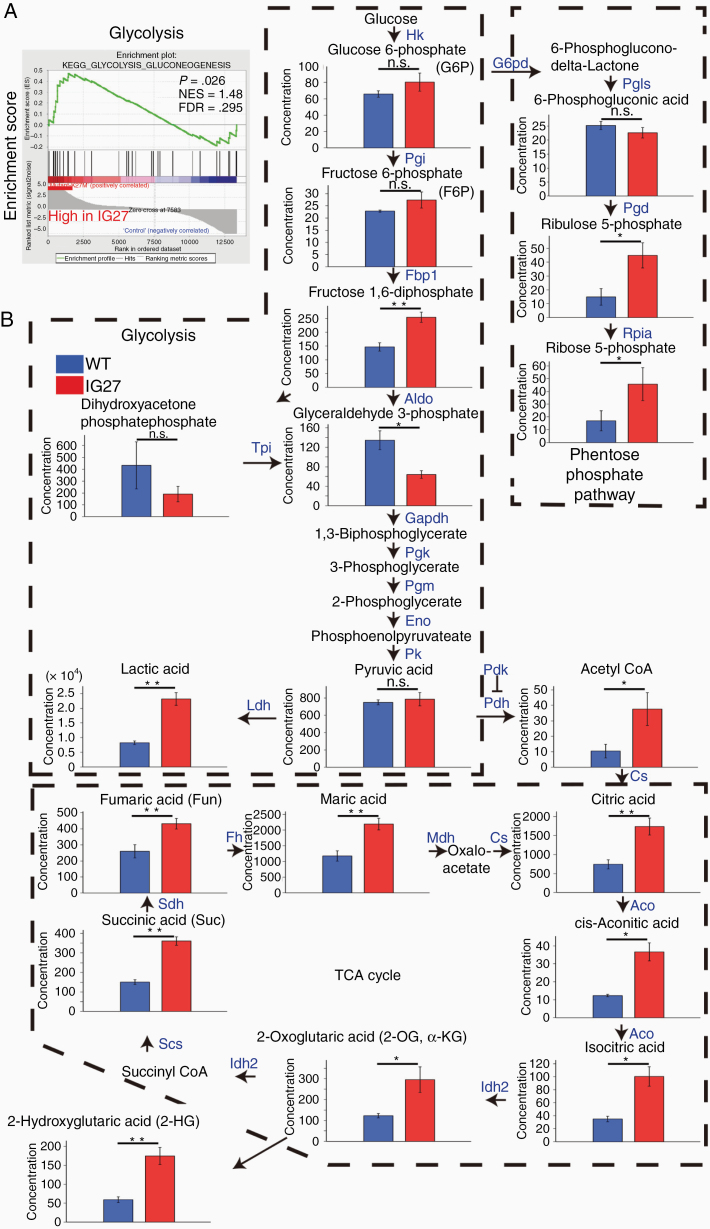
IG27 glioma cells show abundance of glycolytic metabolites and oncometabolites. (A) Enrichment plot of upregulated gene sets according to gene ontology (GO) categories (C5: GO gene sets, v6.2) in IG27 cells compared to WT cells. GSEA at cDNA microarray data from WT and IG27 cells (*n* = 3 each). NES, normal enrichment score; FDR, false discovery rate. *P*-value was calculated with weighted Kolmogorov Smirnov test. (B) Relative concentration of cellular metabolites quantified by CE-TOFMS and CE-QqQ (*n* = 3 each). Enzymes that catalyze each step are indicated in blue (see also Supplementary Tables S3 and S4). Concentration indicates pmol/1 × 10^6^ cells. Bars represent the mean ± SD. *P < .05, ** *P* < .01 by Welch *t*-test.

To investigate the cellular metabolic status of IG27 cells, we conducted metabolome analysis to quantify 116 target metabolites by capillary electrophoresis mass spectrometry in IG27 and WT cells. Profiling showed that many metabolites of the glycolysis pathway, PPP, and TCA cycle were increased in IG27 cells compared to WT cells (Figure 3B, Supplementary Tables S3 and S4).

Interestingly, IG27 cells showed accumulation of oncometabolites, that is, 2-HG, succinate, and fumarate (Figure 3B), which are related to carcinogenesis via HIF stabilization and epigenetic modifications.^23^

Acetyl-CoA is a central metabolite in histone acetylation and closely associated with glioma progression with metabolic reprogramming; increases in its levels trigger site-specific H3K27ac regulation, leading to upregulation of cell adhesion genes.^24^ Acetyl-CoA was markedly increased in IG27 cells compared to WT cells (Figure 3B), suggesting that acetyl-CoA is associated with maintaining H3K27 acetylation in diffuse glioma cells.

### H3.3K27M-Mutant Glioma Cells Maintain Glucose Uptake and Lactate Secretion Independently of Harsh Extracellular Conditions

Cancer cells undergo metabolic reprogramming to adapt to stress conditions related to the extracellular environmental composition, including hypoxia and glucose deprivation, for their survival.^25,26^ So far, IG27 cells alter their intracellular levels of gene expression and metabolite related to glycolysis, gliomagenesis, and stemness (Figures 3 and 4). Thus, we next focused on the extracellular condition of IG27 cells.

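Of the enzymes of glycolysis, the pentose phosphate pathway and the TCA cycle in Supplementary Table S4, 42 of 51 mouse genes were tested on the arrays. Supplementary Table S4 does not say which enzyme belongs to which pathway. The genes grouped here under glycolysis include those of pyruvate dehydrogenase and its kinases. In this group, 13 of 23 genes were higher and 6 lower in IG27 cells at an adjusted p under 0.05 from limma. The lower genes were *Pdk2* (log2 fold change -0.29), *Pdha1* (-0.62), *Pdhb* (-0.53), *Pkm*, *Pklr* and *Ldhb*. *Pdk1* (0.6) and *Pdk3* (0.24) were among the higher genes. Of the 5 genes tested in the pentose phosphate pathway, none was higher and 2 were lower, at the same threshold in limma (no gene of this pathway was higher at an unadjusted p under 0.05 either). In the TCA cycle, 3 of 14 genes were higher and 7 lower. Over the whole list 16 genes were higher and 15 lower (17 and 16 when adjusted over the list alone), and their sum of 31 moved to 28 with the row of the slide as a block and to 34 with quantile normalization and with the mean of a gene's probes. *Aldoc* rose most, from a normalized log2 intensity of 0.63 ± 0.06 (SD, n = 3) in WT cells to 3.49 ± 0.12 (SD, n = 3) in IG27 cells, a log2 fold change of 2.86 (adjusted p = 5.84e-07 from limma). *Hk1* had a log2 fold change of 1.45 and *Tpi1* of 1.28. *Ldha* had a log2 fold change of 0.54 by its brighter probe and 1.72 by its other probe. *Gapdh* did not differ (log2 fold change 0.00, adjusted p = 0.946 from limma). *Pkm*, the last kinase of glycolysis, had a log2 fold change of -0.44, and *Ldhb* had one of -2.37 (adjusted p = 3.18e-07 from limma). *Pklr* was not well above background in IG27 cells and was at least 2.2-fold lower there. In the TCA cycle, *Suclg2* had a log2 fold change of -2.34, *Sdhd* of -1.02 and *Sdha* of -0.94, whereas *Idh2* had one of 0.79. *Pgls* of the pentose phosphate pathway had a log2 fold change of -0.91 (adjusted p = 1.44e-04 from limma).

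**Figure D1:**
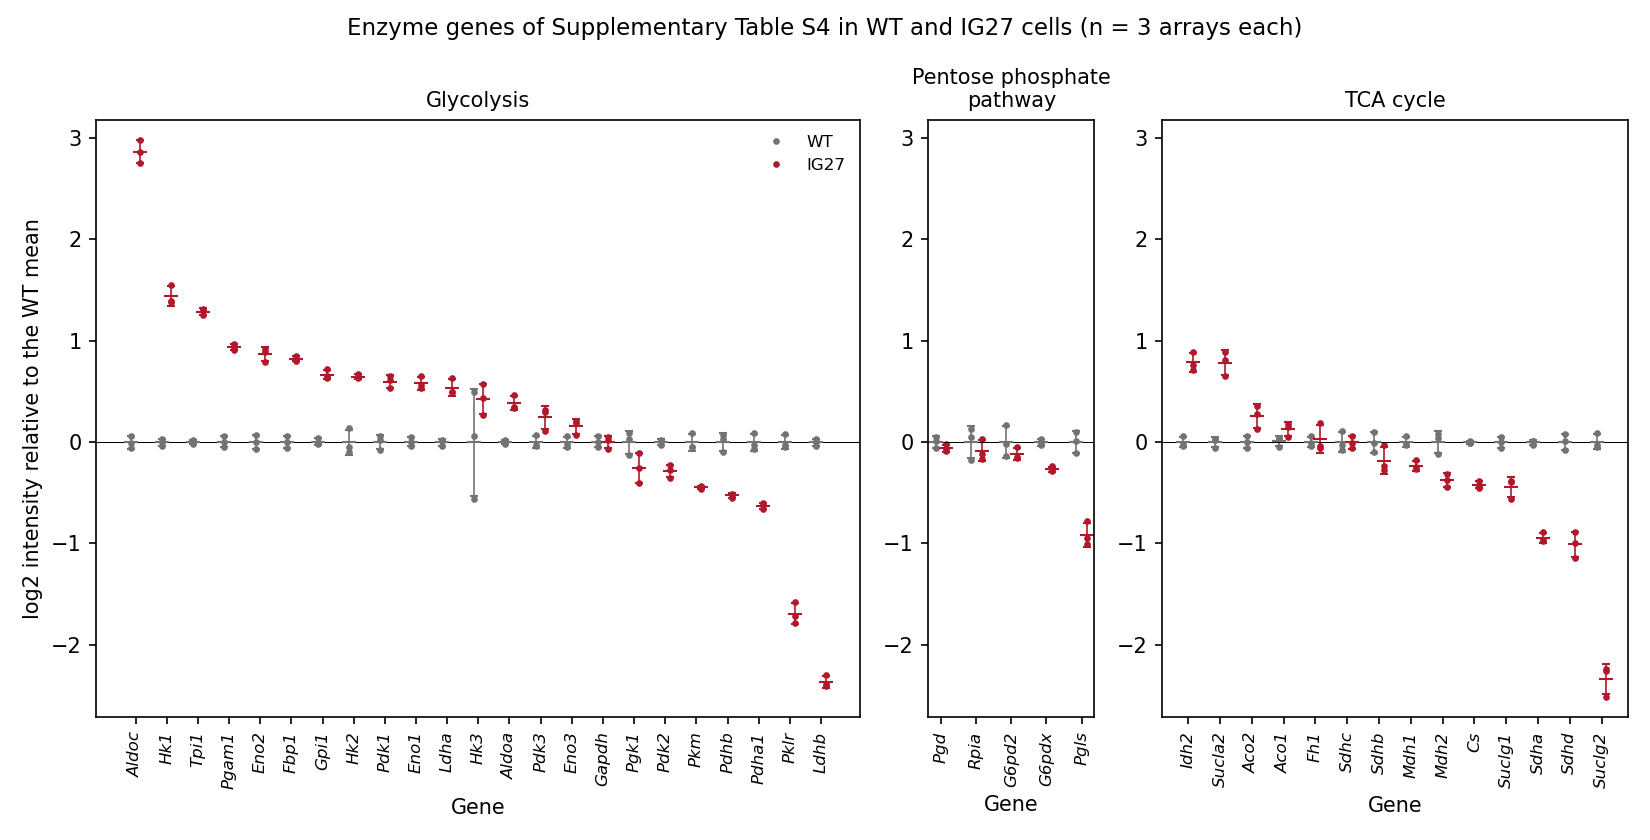
Normalized log2 intensity of each tested enzyme gene of Supplementary Table S4 relative to its mean in WT cells, with 1 point per array (n = 3 per group) and the mean and SD of each group as bars. *Aldoc* lies highest at 2.86 and *Ldhb* lowest at -2.37, and *Pklr* was not well above background in IG27 cells.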

**Figure 4.**
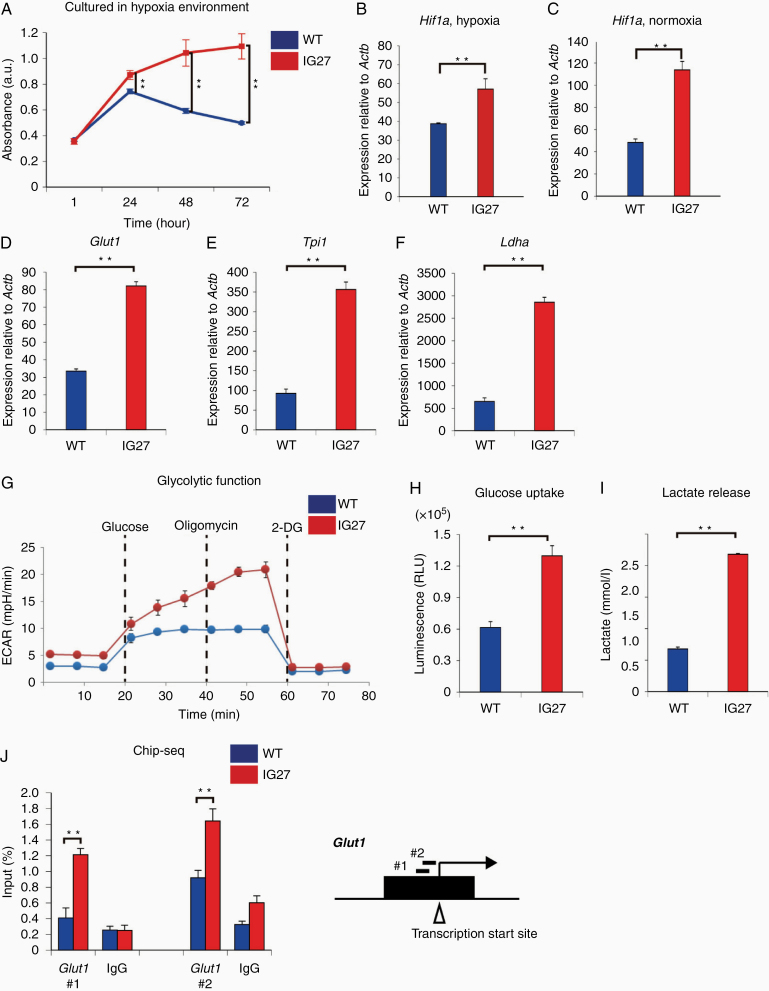
IG27 glioma cells enhance glycolysis independently of oxygen level. (A) Proliferative activity of WT and IG27 cells examined by cell counting assay under hypoxia (O_2_, 3%). Each plot represents the mean ± SEM of 3 independent experiments. **P < .01 by Mann–Whitney test. (B, C) Relative *Hif1a* RNA expression levels detected by real-time RT-PCR under low (O_2_, 3%) (B) and normal (C) O_2_ levels in WT and IG27 cells. (D–F) Relative RNA expression levels of *Glut1* (D), *Tpi1* (E), and *Ldha* (F) detected by real-time RT-PCR in WT and IG27 cells. (G) Glycolysis stress test using Seahorse XFp analyzer (*n* = 3 each, each plot indicates the mean ± SD). (H, I) Glucose uptake (H) and lactate production (I) in WT and IG27 cells. (J) ChIP-qPCR analysis using control IgG and histone H3K27ac antibody in WT and IG27 cells. The ChIPs were subjected to qPCR using oligonucleotides to amplify the promoter regions of *Glut1* (*n* = 3 each). (B–F, H–J) Bars represents the mean ± SEM of 3 independent experiments. **P < .01 by Mann–Whitney test.

To determine whether the proliferation of IG27 cells is altered under hypoxia conditions, we cultured and compared IG27 and WT cells under low oxygen levels (hypoxic, 3% O_2_). Cultured IG27 cells, but not WT cells, continued to proliferate under low oxygen levels for 72 h (Figure 4A). *Hif1a* RNA expression was significantly higher in IG27 cells than in WT cells under hypoxic and normoxic conditions (Figure 4B and C). This suggests that high *Hif1a* RNA expression, without relying on oxygen levels, allows IG27 cells to grow.

The glucose transporter Glut1 takes up glucose from the extracellular space (derived from the bloodstream) into cells, and HIF1 upregulates GLUT1 to increase glucose uptake into cells and upregulates lactate dehydrogenase A (LDHA) in the termination of glycolysis.^27^ Thus, we confirmed the high RNA expression of *Glut1*, *Tpi-1*, and *Ldha*, in IG27 and WT cells under normoxic conditions (Figure 4D–F).

Next, to investigate real-time glycolysis-metabolic activities in IG27 cells under normoxic conditions, we performed a glycolysis stress test using a Seahorse XF Analyzer in IG27 and WT cells (Figure 4G). IG27 cells showed an increased extracellular acidification rate compared to WT cells (Figure 4G), demonstrating that glycolysis, glycolytic capacity, and glycolytic reserve were increased in IG27 cells. Further, both glucose uptake and lactate release were increased in IG27 cells (Figure 4H and I).

### Increased H3K27ac Restores Glut1 Expression in H3.3K27M-Driven Glioma Cells

IG27 glioma cells showed increased H3K27ac (Figure 1C). Recently, H3K27ac global deposition was shown to alter gene expression in H3.3K27M-mutant diffuse glioma.^16,28^ Thus, to determine if the increase in H3K27ac directly alters *Glut1* expression, we performed ChIP-qPCR using an H3K27ac antibody in IG27 and WT cells (Figure 4J). The result revealed a significant increase in H3K27ac-associated lesions around the transcriptional start site of *Glut1* (Figure 4J). Histone deacetylase treatment decreased the Glut1 transcription although there was not significant (Supplementary Figure S7). These results suggest that IG27 cells enhance their glycolytic metabolism and *Glut1* transcriptional activation via increased H3K27ac.

### Glut1 Controls the PS of Glioma Cells, Leading to Diffuse Invasion

To identify genes controlling histological “diffuse invasion” phenotypes in IG27-diffuse glioma in vivo, we generated IG27 cells with stably suppressed *Hif1a*, *Ldha*, *Tpi1*, and *Glut1* expression using short hairpin RNA (Supplementary Figure S8). The 2 clones that were knocked down most strongly were used in each gene. These cells were injected into mouse brains, and tumor cell number, tumor expansion area, and the incidence of PS and PVS were assessed (Figure 5A and B and Supplementary Figure S9).

**Figure 5.**
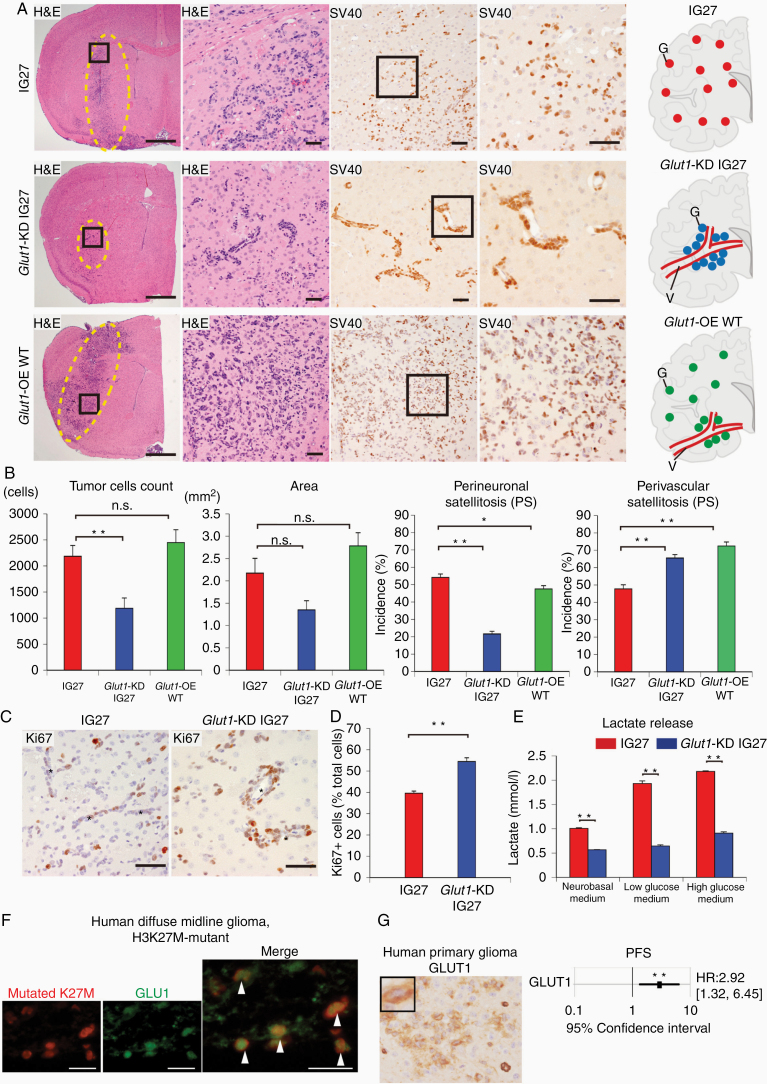
Glut1 controls the PS of glioma cells, leading to diffuse infiltration. (A) Representative images of IG27-glioma, *Glut1*-KD IG27 glioma, and Glut1-OE WT glioma. H&E staining and IHC for SV40 at 4 weeks after transplantation of IG27 cells (upper images), *Glut1*-KD IG27 cells (middle images), and Glut1-OE WT cells into mouse brains. Schematic distributions of IG27 cells (upper, red dots), *Glut1*-KD IG27 cells (middle, blue dots), and *Glut1*-OE WT cells (lower, green dots) in mouse brains. V, vessel. Scale bars, 1 mm (leftmost images), 50 µm (right images). (B) Quantitative analysis of tumor cell number, tumor expansion area, incidence of PS and PVS at 4 weeks after transplantation of IG27 glioma cells, Glut1-KD glioma, and Glut1-OE WT glioma (*n* = 6 each in 5 fields per mouse). Incidence, number of neurons to which glioma cells attached among the total number of neurons. (C) IHC for Ki67 in IG27 glioma and *Glut1*-KD IG27 glioma. Asterisk indicates vessel. Scale bars, 50 µm. (D) Quantification of Ki67-positive cell ratio in each cohort (*n* = 3 each; 6 fields per mouse). (E) Lactate levels in cell culture supernatants of IG27 and *Glut1*-KD IG27 cells in the indicated media for 24 h. Data were obtained from 3 independent experiments. (F) Double IF staining for histone H3 mutated K27M (red) and GLUT1 (green) in H3K27M-mutant diffuse glioma of human patient’s tissue. Arrowheads, double positive glioma cells. Scale bars, 50 µm. (G) (left) Representative IHC image of GLUT1 in the infiltrative area of human primary gliomas within the normal brain parenchyma. An inset showed GLUT1 membranous expression. Scale bars, 50 µm. (right) Multivariate analysis adjusted for age, recurrence, sex, and histological classification for progression-free survival. **P < .01. Statistical test is described in Methods. HR, hazard ratio. (B, D, E) Bars represent the mean ± SEM. n.s., not significant; *P < .05; **P < .01 by Mann–Whitney test.

Among these tumors, *Glut*1- and *Hif1a-*knockdown (KD) IG27 gliomas showed significantly reduced tumor expansion areas and cell numbers compared to control IG27-diffuse glioma (Figure 5A and B and Supplementary Figure S9). *Tpi1*-KD IG27 glioma cells failed to successfully engraft, and *Ldha*-KD IG27 glioma exhibited an increased tumor expansion area and cell number (Supplementary Figure S9). Although *Glut*1- and *Hif1a-*KD IG27 gliomas showed significantly reduced PS and increased PVS, with *Glut1*-KD IG27 glioma exhibiting PVS but not PS clearly (Figure 5A and B).

Next, we performed gain of function experiments of Glut1 in WT glial cells. We transfected a Glut1-overexpressing (OE) vector into WT glial cells to generate stable Glut1-OE WT cells (Supplementary Figure S10). Following injection of the cells into the mouse brains, Glut1-OE WT cells became diffuse glioma with diffuse invasion phenotypes (both PS and PVS) (Figure 5A and B).

To compare the importance of Glut1 and Hif1a in the diffuse invasion phenotype, we also generated Hif1a-OE WT cells (Supplementary Figure S11); however, Hif1a-OE WT cells did not reproduce this phenotype (both PS and PVS) in the brain.

Together, Glut1, but not Hif1, controls the PS of glioma cells, which may allow glioma cells to infiltrate the surrounding normal brain parenchyma in our H3.3K27M- driven diffuse glioma in vivo model.

### Glut1 Regulates Stable Lactate Release in Diffuse Invasion of IG27 Glioma Cells

To determine if Glut1 affects tumor proliferation in the perivascular niche, we analyzed the proliferative activity of IG27 and *Glut1-*KD IG27 glioma cells (Figure 5C). The Ki67-positive cell ratio of Glut1-KD IG 27 glioma cells in the perivascular space was significantly higher than that in control IG27-glioma (Figure 5D), suggesting that this theory partially depends on Glut1 regulation.

A heterogeneous acidic environment and hypoxia conditions are fundamental for inducing glioma invasion.^29^ Thus, we analyzed lactate release levels in the supernatant of *Glut1*-KD IG27 and control IG27 glioma cells in high-(3 g/L) and low-glucose (1 g/L) glial cell medium and neuronal growth medium. The results revealed significantly reduced lactate production in *Glut1*-KD IG27 glioma cells compared to control IG27 cells in all media (Figure 5E), suggesting that Glut1 is crucial for maintaining lactate release under the harsh nutrients conditions in the brain.

### GLUT1 Expression in Diffuse Invasion Is Associated With Early Progression in Human Glioma Patients

To determine whether GLUT1 is associated with H3.3K27M in human, we performed double immunofluorescent (IF) staining for H3.3K27M and GLUT1 in human H3.3K27M-mutant diffuse glioma tissues. The results revealed coexpression of nuclear H3.3K27M and membranous GLUT1 in H3.3K27M-mutant glioma cells but not endothelial cells (Figure 5F and G and Supplementary Figure S12).

To evaluate whether our in vivo results widely extend to various types of gliomas with diffuse invasion, we collected samples from 66 patients with confirmed gliomas including nearly all subtypes of gliomas (Supplementary Table S5), and then performed IHC for GLUT1 (Figure 5G). There were 44 (66.7%) positive cases of GLUT1 when GLUT1 membranous expression was evaluated in the invasive front of diffuse infiltrative glioma cells independent of necrotic areas (Figure 5G and Supplementary Table S5). The predictive prognostic value of these proteins was analyzed by Cox proportional hazard regression models. Univariate analysis revealed no significant differences in progression-free survival and overall survival time associated with GLUT1 expression (Figure 5G, Supplementary Figure S13). However, multivariable analysis of progression-free survival revealed that patients with GLUT1-positive cells have a 2.92-fold higher risk of progression than those with GLUT1-negative cells (95% CI: 1.32–6.45, *P* = .008, Figure 5G). The results of multivariable analysis of overall survival were not significant (Supplementary Figure S13).

### Selective Glut1 Inhibitor Suppresses Invasion of H3.3K27M-Mutant Diffuse Glioma Model

To evaluate whether Glut1 inhibitors suppress invasion, we administrated selective Glut1 inhibitors, WZB117 and BAY-876, to the mice bearing IG27-diffuse glioma. Following administration, all mice were healthy without any side effects. Whereas WZB117 treatment did not suppress the tumor cell number or expansion area (Supplementary Figure S14), BAY-876 treatment significantly reduced the tumor cell number, expansion area, and PS incidence compared to that in the nontreated control group (Figure 6A and B). In contrast, the PVS incidence in the BAY-876-treated group was significantly higher than in nontreated IG27 glioma (Figure 6B), which is similar to the progression and invasion phenotype of *Glut1*-KD IG27 glioma (Figure 5A and B). These results suggest that the selective Glut1 inhibitor BAY-876 suppresses diffuse invasion phenotype with PS.

**Figure 6.**
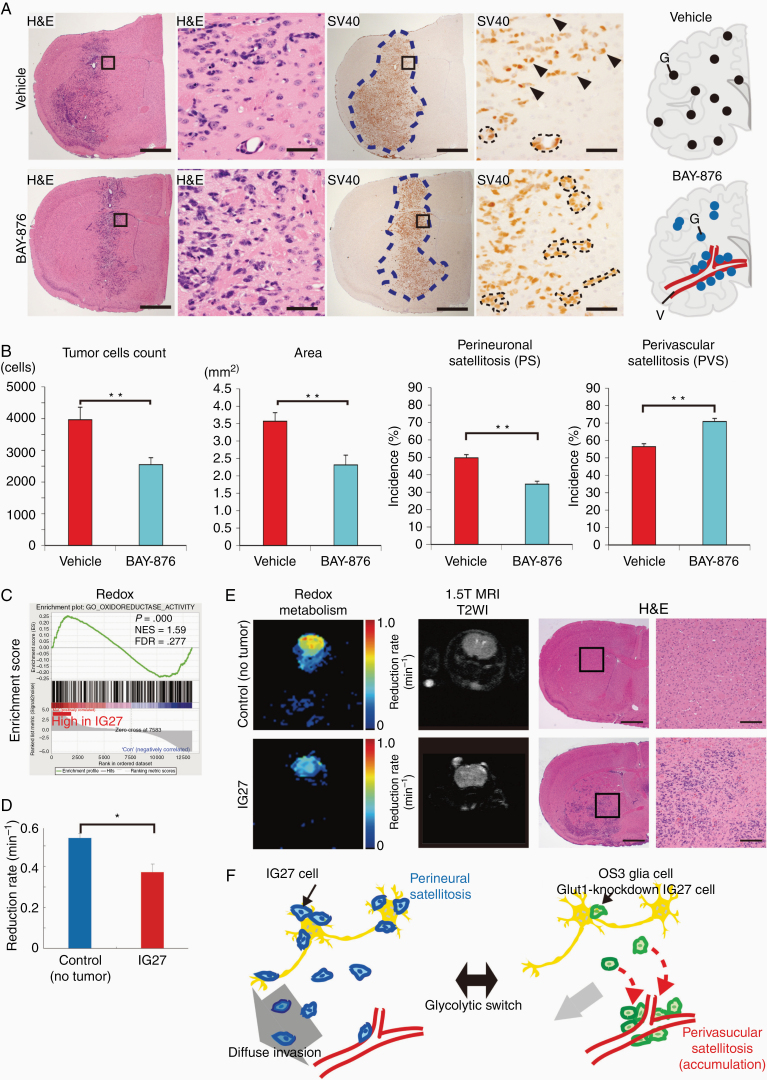
Glut1 inhibitor is effective as anti-invasive therapy and metabolism-based imaging is useful for delineating invasion area. (A) Representative H&E staining and IHC for SV40 in IG27 gliomas of nontreated (vehicle) and BAY-876- treated mice. Schematic distributions of IG27 glioma cells (upper, black dots) in brains of nontreated mice, IG27 glioma cells (lower, blue dots) in brains of BAY-876-treated mice. Scale bars, 1 mm (low powers), 50 µm (high power images). Arrowhead, IG27 cell; region among dotted lines, PVS. (B) Quantitative analysis of tumor cell number, tumor expansion area, incidence of PS and PVS in IG27 gliomas of nontreated (vehicle), and BAY-876-treated mice (*n* = 8 and 9, respectively). Incidence, number of neurons to which glioma cells attach among the total number of neurons. Bars represent the mean ± SEM. **P < .01 by Mann–Whitney test. (C) Enrichment plot of redox reaction gene sets in IG27 cells compared to WT cells. GSEA at cDNA microarray data from WT and IG27 cells (*n* = 3 each). *P* < .001, false discovery rate <25%. (D) Time-course DNP-MR images of the head region in control (no-cell transplanted) and IG27-transplanted mice after injection of MC-P. Graph shows the reduction rate in the whole brain region in each group. Bars represent the mean ± SD; *P < .05; *n* = 4–5. (E) Comparison of redox metabolic map (DNP-MRI), anatomical images (MRI), and pathological images (H&E). Redox metabolic maps (left images) of control (no tumor) (upper images) and IG27-transplanted mice (lower images). Redox metabolism maps were calculated using time lapse DNP-MR images. 1.5-T MR images were obtained after in vivo DNP-MR imaging (center images). H&E images show the pathological distribution of IG27 cells (right images). Scale bars, 1 mm (H&E, left), 200 µm (H&E, right). (F) Schematic diagram of diffuse invasion with PS controlled by the glycolytic switch in IG27 and WT glia cells (or Glut1-Kockdown IG27 cells) in the brain microenvironment. WT, wild type.

### Metabolic Alteration-Based Imaging Is Useful for Delineating Diffuse Infiltrating Area of Glioma

MRI is widely used to characterize gliomas; however, it remains difficult to detect the diffuse infiltration into the normal brain parenchyma.^30^ Recently, Magnetic resonance spectroscopy (MRS) imaging can assess metabolic alterations in H3K27M-mutated glioma cell lines and human tissues.^17^ Our group has studied dynamic nuclear polarization (DNP)-MRI and MRS, which enables early detection of abnormal metabolism and monitoring disease progression, compare with MRI by specific probes.^31^ Thus, we conducted dynamic nuclear polarization (DNP)-MRI with a contrast agent, methoxycarbonyl PROXYL (MC-P), in IG27-diffuse glioma. 

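Figure 6C shows an oxidoreductase gene set whose members are not listed in the paper. A list of 589 mouse genes with symbols of oxidoreductase families was therefore used, written after the columns of the files but before any gene's values were seen. Of these, 430 were tested, and the list had a normalized enrichment score of 1.22 toward IG27 cells (p = 0.0379, permutation of genes, two-sided, past the unadjusted threshold of 0.05 set for this list, and 0.0759 after adjustment over 6 sets, which is under the 0.25 used for the Reactome sets but not under 0.05). Fewer of its genes were higher (131) than lower (179) in IG27 cells at an adjusted p under 0.05 from limma (131 and 181 when adjusted over the list alone). The median log2 fold change was -0.06 and the mean was 0.17, so that the median differed in sign from the mean and the score. Neither camera (adjusted p = 0.837 over 6 lists) nor fry (adjusted p = 0.239), both of limma, called the list. The Reactome set Biological oxidations, with 101 genes tested, had a score of 1.52 (p = 0.00838 and 0.0502 after the adjustment, permutation of genes). In the opposite direction, the Reactome set Respiratory electron transport, with 64 genes tested, had a score of -1.47 (p = 0.0167 and 0.0502 after the adjustment, permutation of genes). Among all 684 Reactome sets, Biological oxidations was called (FDR 0.177, permutation of genes). Respiratory electron transport was not (FDR 0.317, permutation of genes). The score of Respiratory electron transport also depended on the processing. It was -1.18 under quantile normalization (p = 0.176, permutation of genes) and -1.23 with normexp (p = 0.135, permutation of genes). With the row of the slide as a block it was -1.23. Without the filter on dim probes it was -1.78 (p = 0.00144, permutation of genes), and leaving out 1 array gave -1.57 to -1.4.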

Because this imaging can detect redox metabolism in vivo, we predicted its usefulness for delineating IG27 cells with the redox metabolism gene signature (Figure 6C).

Pharmacokinetic images obtained by DNP-MRI every 30 s after injection of MC-P solution (150 mM isotonic solution, 7.5 μL/g of body weight) showed that the image intensity in the mouse head region was immediately increased (Supplementary Figure S15). The MC-P (oxidized form) signal intensity reached a maximum at 30 s after injection and decreased during the subsequent 5 min. The DNP signal intensity decayed significantly more slowly (Figure 6D), in mice transplanted with IG27 cells than in mice that were not transplanted with cells. A previous study demonstrated that tumor tissue aggregates show a faster reduction rate because of the high reactive oxygen species production, hypoxic conditions, and high antioxidant levels within the tumor.^32^

Redox metabolism in brain tissue invaded by IG27 cells showed a lower MC-P reduction rate throughout the brain without tumor (Figure 6D). In the redox metabolism imaging of Figure 6E, the blue color showed a lower MC-P reduction rate in brain tissue invaded by IG27 cells. On the other hand, the yellow color showed a normal MC-P reduction rate in brain tissue. The tumor invasion area can be identified by this contrast, although T2-weighted image (T2WI) revealed no contrast change following IG27 cell infiltration (Figure 6E).

## Discussion

In our established diffuse glioma model, Glut1 deregulation was essential for the PS of glioma cells and subsequently for preferential invasion with PS (Figure 6F).

We focused on the histopathological invasive phenotype, particularly PS, affected by BAY-876 treatment. Preclinical studies have focused on the use of transporters involved in glycolysis as anticancer targets by small molecules.^33^ Among the reported GLUT inhibitors, BAY-876 is the only inhibitor that is both highly potent and selective for GLUT1 over other glucose transporters, including WZB-117.^34^ Thus, it is likely that the results show a difference in selectivity to Glut1 in our study. While it is still unclear to evaluate a survival benefit to BAY-876 in this study, scaled-up pharmacological studies, including those to evaluate other Glut1 inhibitors, are needed. Although BAY-876-treated mice showed no side effect and were healthy until the endpoint, side effects must be carefully examined because Glut1 is highly expressed in the endothelial cells of the blood–brain barrier.^35^

DNP-MRI can detect various metabolic alteration signals depending on the probes’ sensitivity. Interestingly, the brain with IG27-diffuse glioma showed a lower metabolic signal than the brain of mice not transplanted with cells. One reduction site of MC-P is the electron transport chain in the mitochondrial inner membrane^31^; therefore, IG27-diffuse glioma infiltration into the brain tissue may decrease the reduction rate by reducing electron transport chain activity in the mitochondria of tumor cells. The mechanism determined by DNP-MRI should be assessed in further preclinical studies.

While there is a limitation of SV40 in the IG27 glioma model, we believe its rarity and importance as a diffuse glioma mouse model is beyond its limitation. Actually, SV40 is an unnatural mechanism through which to engineered replicative immortality and lacks direct relevance to human glioma pathobiology. However, the IG27 glioma model certainly recapitulates a diffuse invasion with Scherer’s secondary structures as human diffuse gliomas show histopathologically with stem cell-related gene signature of human gliomas. Our results suggest that although they exhibit slight deviation from human H3K27M-gliomas, IG27 is useful for studying the glioma microenvironment and cellular mechanisms of glioma cells.

Recently, it has been reported that the immortalized mouse neuronal stem cells that express H3.3K27M was generated as a DIPG model, and concluded that H3.3K27M mutation in DIPGs enhances glycolysis and TCA cycle metabolism.^17^ The results of decreased H3K27me3, increased H3K27ac, and increased 2HG in that study are closely similar to our results on epigenetic and metabolic status. Our study shows that, increased H3K27ac caused by a gain of H3K27M regulates glycolytic metabolism via Glut1 regulation in PS of glioma diffuse invasion. However, to determine if elevated levels of 2HG would be correlated with H3K27M, further studies are needed. On the other hand, injection of our IG27 cells into the midline and brainstem of neonatal mice failed to reproduce tumors. Studying our IG27 cells may provide further insight into the mechanisms of DIPG.

We propose a therapeutic target and potential useful imaging method for evaluating glioma invasion, leading to a novel anti-invasion therapy with combination of antiangiogenic drugs and surgical resection. Although intra- and extratumoral heterogeneity dynamically and rapidly changes in the glioma microenvironment, the epigenome-metabolism-invasion axis in its microenvironment is an important clue to develop novel therapies and imaging methods for gliomas.

## Supplementary Material

vdaa150_suppl_Supplementary_Materials Click here for additional data file.

vdaa150_suppl_Supplementary_Movie-S1 Click here for additional data file.

vdaa150_suppl_Supplementary_Movie-S2 Click here for additional data file.

vdaa150_suppl_Supplementary_Movie-S3 Click here for additional data file.

vdaa150_suppl_Supplementary_Movie-S4 Click here for additional data file.

# Supplementary material for: Glucose transporter Glut1 controls diffuse invasion phenotype with perineuronal satellitosis in diffuse glioma microenvironment
**Source:** Neurooncol Adv. 2020 Oct 30;3(1):vdaa150. doi: 10.1093/noajnl/vdaa150
**Supplement:** vdaa150_suppl_Supplementary_Materials

**Supplementary information**

**Supplementary Figure S1-S15**

**Supplementary Methods**

**Supplementary Table S1-S6**

**Glucose transporter Glut1 controls diffuse invasion phenotype with perineuronal satellitosis in diffuse glioma microenvironment**

Masafumi Miyai, Tomohiro Kanayama, Fuminori Hyodo, Takamasa Kinoshita, Takuma Ishihara, Hideshi Okada, Hiroki Suzuki, Shigeo Takashima, Zhiliang Wu, Yuichiro Hatano, Yusuke Egashira, Yukiko Enomoto, Noriyuki Nakayama, Akio Soeda, Hirohito Yano, Akihiro Hirata, Masayuki Niwa, Shigeyuki Sugie, Takashi Mori, Yoichi Maekawa, Toru Iwama, Masayuki Matsuo, Akira Hara, and Hiroyuki Tomita ^*^

**Supplementary Figure S1**

**
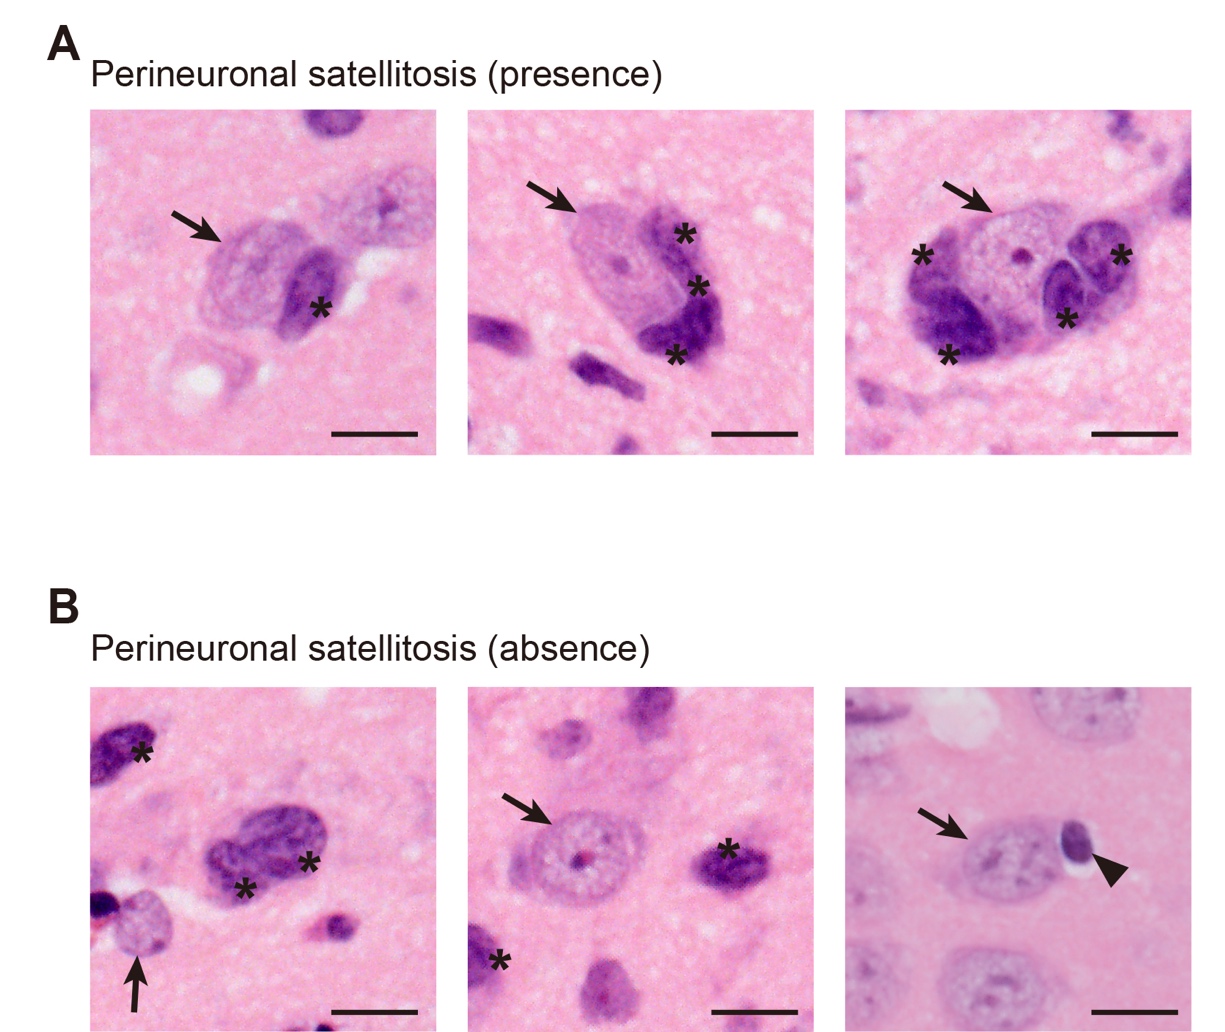
**

**Supplementary figure S1:** **Definition of perineuronal satellitosis (PS).**

**(A)** Representative H&E staining of PS-presence.

**(B)** Representative H&E staining of PS-absence.

Arrows, neurons. *, glioma cells. Arrowheads, glial cells. Scale bars, 10 µm.

**Supplementary Figure S2**

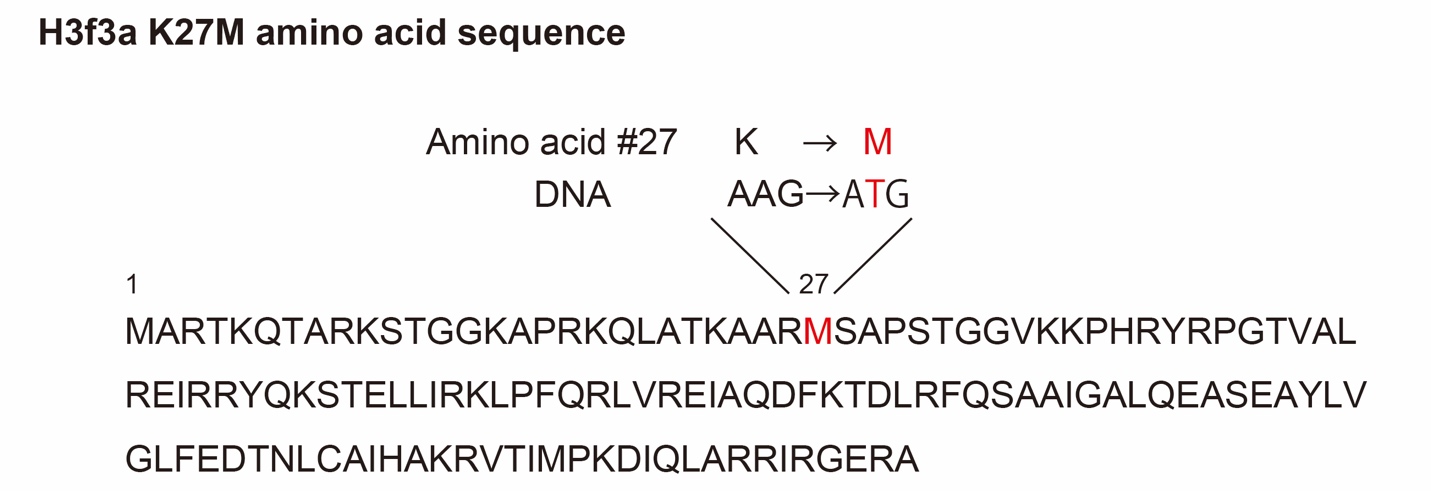

**Supplementary figure S2:** **Histone H3.3K27M mutation amino acid sequences.**

H3.3K27M amino acid sequence used in this study.

**Supplementary Figure S3**

**
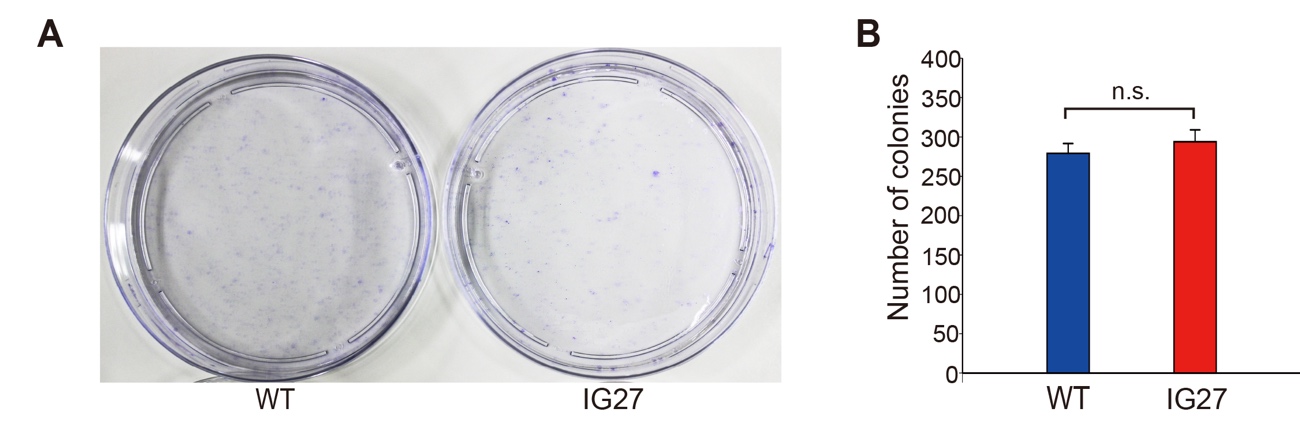
**

**Supplementary figure S3:** **Analysis of colony formation assay.**

**(A)** Representative images of colony forming assay in IG27 and WT cells.

**(B)** Number of colonies in IG27 and WT cells of triple independent experiments. Bars represent mean ± SD. n.s., not significant.

**Supplementary Figure S4**

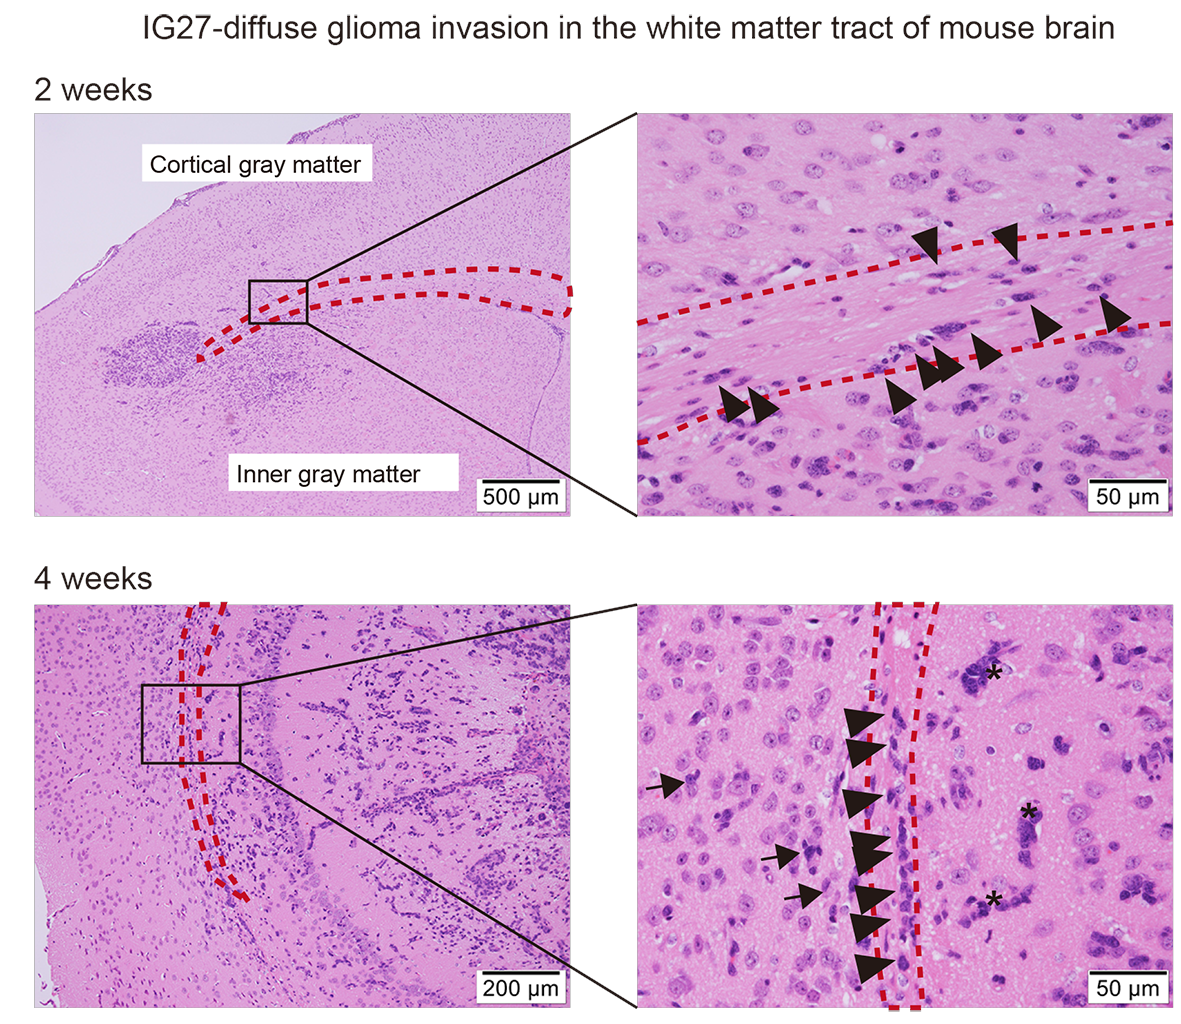

**Supplementary figure S4: The diffuse infiltration of IG27-glioma cells along the white matter tracts.**

Representative H&E photos of IG27-diffuse gliomas along nerve fibers in the white matter tracts in mouse brains at 2 and 4 weeks after the IG27 cell-transplantation. Perineuronal satellitosis (PS) and perivascular satellitosis (PVS) are also observed. Red dot lines surround the white matter tracts in mouse brain. Arrowheads, glioma cells; Arrows, PS; asterisks, PVS.

**Supplementary Figure S5**

**
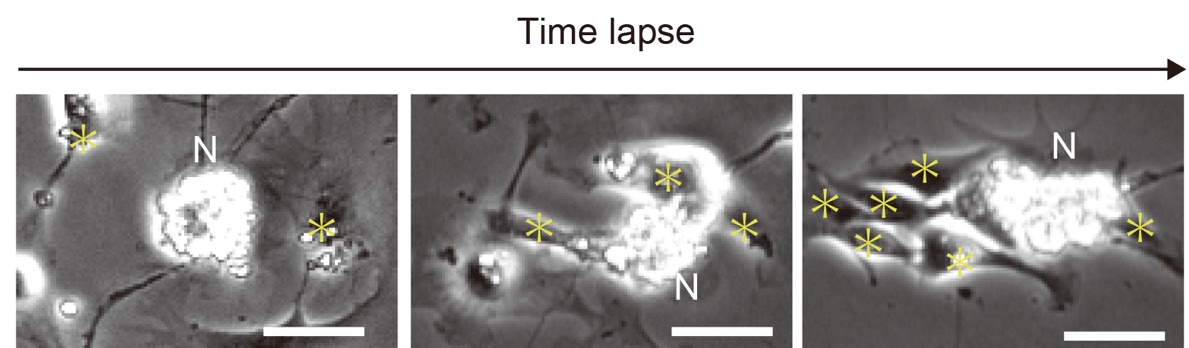
**

**Supplementary figure S5: IG27 cells attached to neuronal aggregates, growing around neuronal aggregate.**

Sequence of brightfield images from IG27 cells-primary neuron co-cultures via time lapse imaging. *, IG27 cell; N, neuronal aggregate. Scale bars, 10 µm. (See also Supplementary Movie S4).

**Supplementary Figure S6**

**
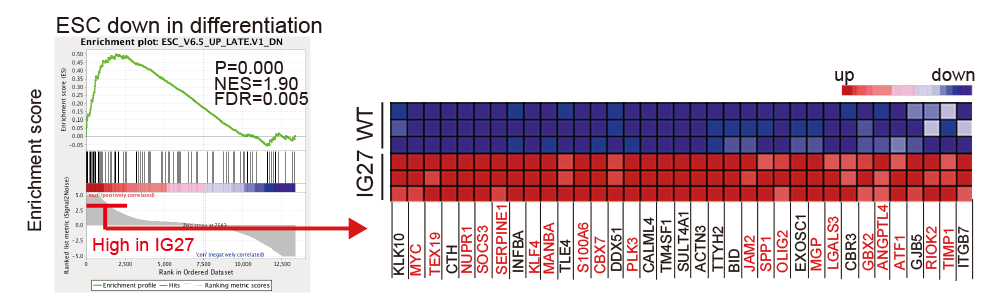

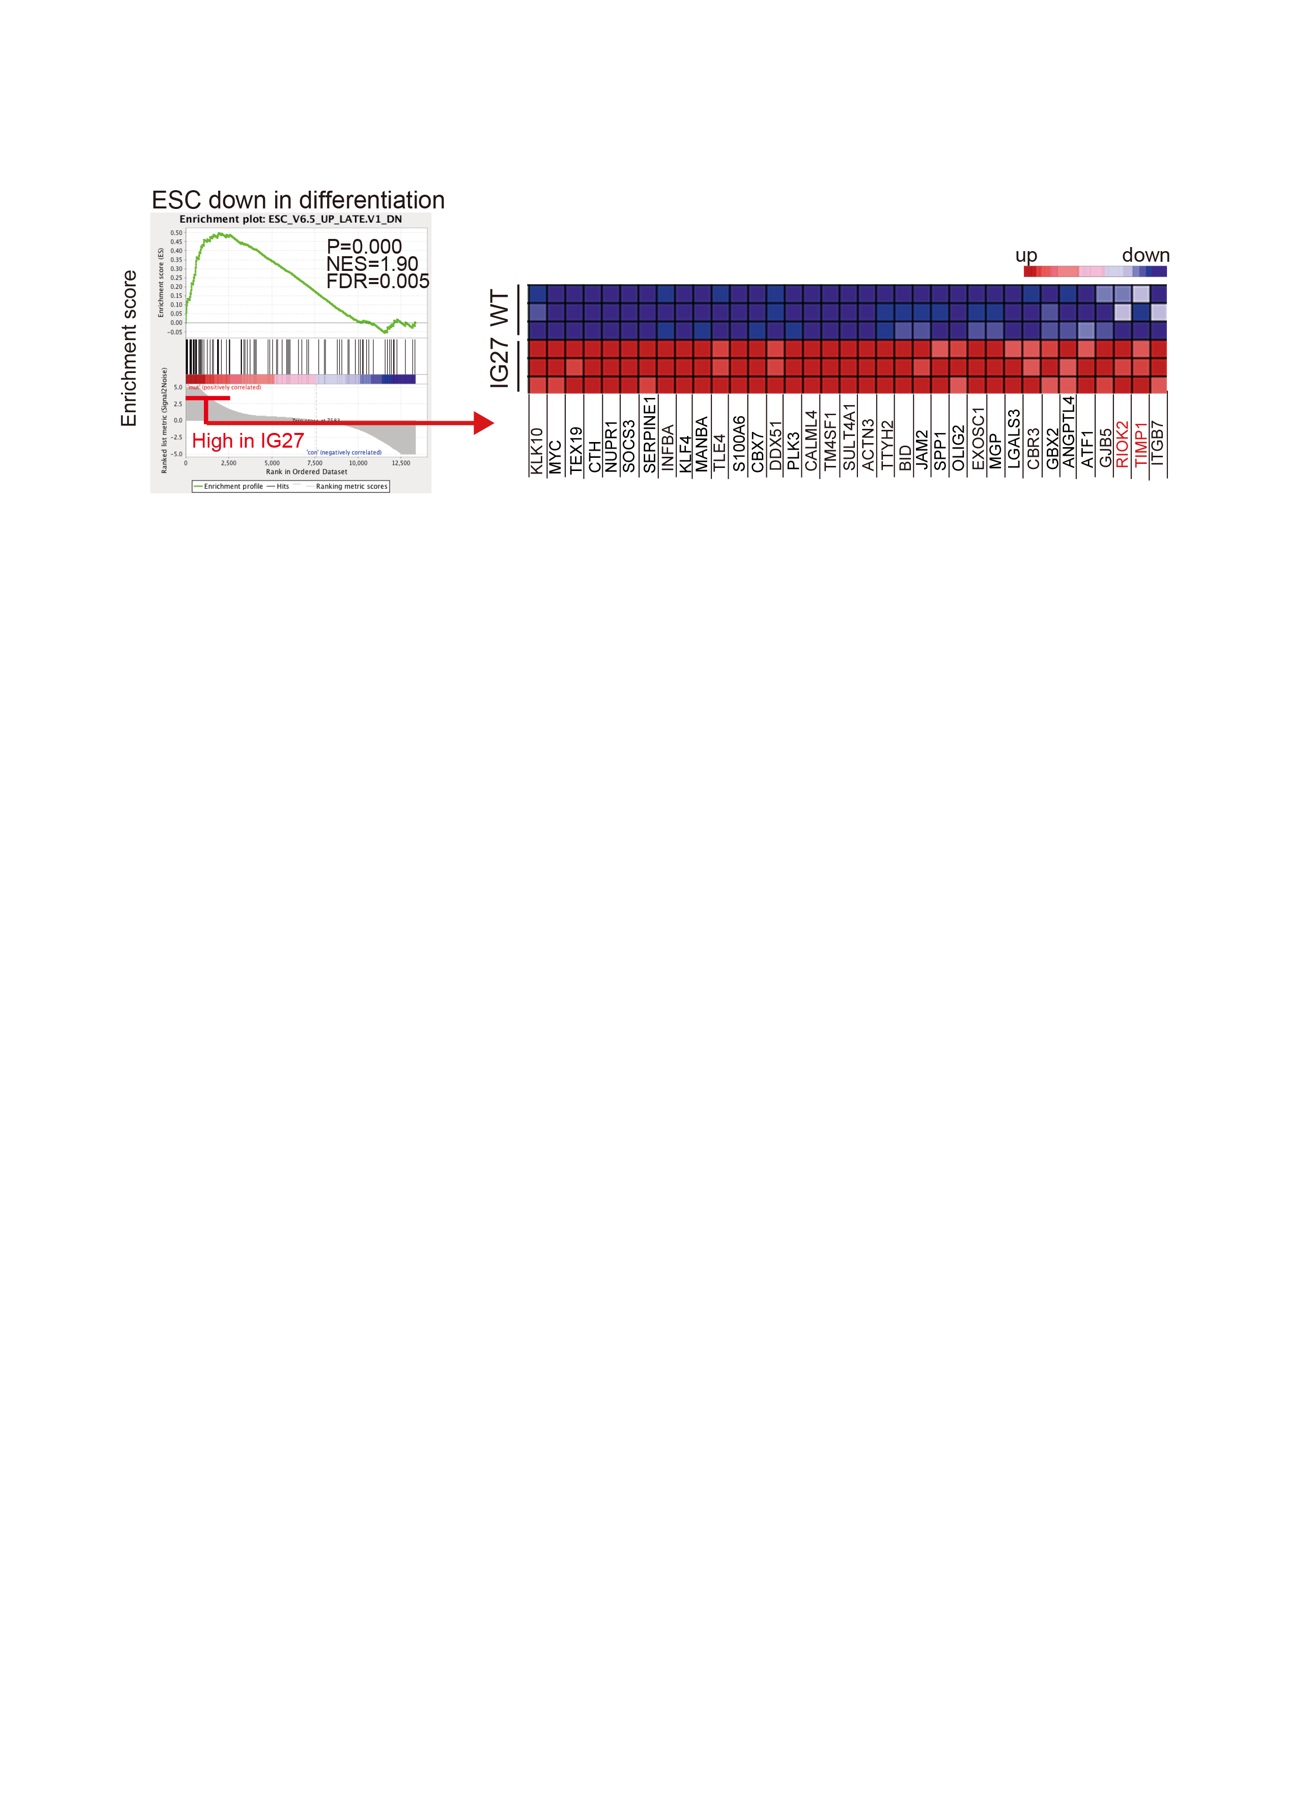
**

**Supplementary figure S6: Stemness gene signature in the IG27 cells versus WT OS3 glia cells by GSEA.**

Enrichment plot of genes downregulated during late stages of embryoid body differentiation from embryonic stem cells. 

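Of the gene names in the heat map of this figure, INFBA matched no mouse gene and TEX19 was read as *Tex19.1* and *Tex19.2*. The largest difference was that of *S100a6*, with a normalized log2 intensity of -0.63 ± 0.05 (SD, n = 3) in WT cells and 7.32 ± 0.06 (SD, n = 3) in IG27 cells, a log2 fold change of 7.96 (standard error 0.05, adjusted p = 3.69e-08 from limma). *Klf4* rose from -0.06 ± 0.01 (SD, n = 3) to 4.73 ± 0.09 (SD, n = 3), a log2 fold change of 4.79 (standard error 0.06, adjusted p = 7.44e-08 from limma). *Myc* had a log2 fold change of 1.19 and *Olig2* of 1.51. The smallest rise was that of *Spp1*, with a log2 fold change of 0.40 (adjusted p = 0.00136 from limma). *Manba*, *Tex19.1* and *Gjb5* were not well above background in WT cells, and their levels were at least 15.3-fold, 2.4-fold and 1.6-fold higher in IG27 cells.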

Heat map indicates leading edge subset of upregulated genes (red); downregulated genes (blue). NES, normal enrichment score; FDR, false discovery rate. p-value was calculated with weighted Kolmogorov Smirnov test. Genes in red letters indicate elevated genes in human glioma cases in previous literatures.

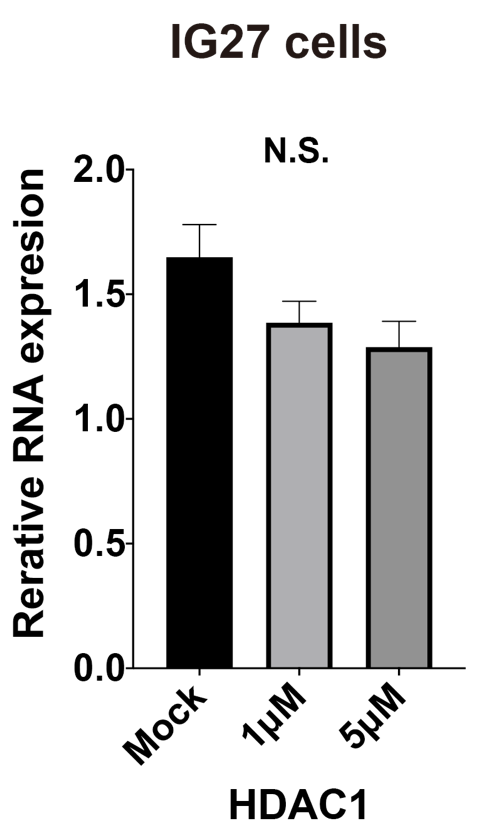
**Supplementary Figure S7**

**Supplementary figure S7: Relative Glut1 RNA expression in HDAC1-treated IG27 cells.**

Relative RNA expression levels of *Glut1* in each clone of histone deacetylase (HDAC) 1-treated IG27 cells by real-time RT-PCR. Data are presented as mean±SEM. n.s., not significant. *p* value determined by Mann-Whitney *U* test.

**Supplementary Figure S8**

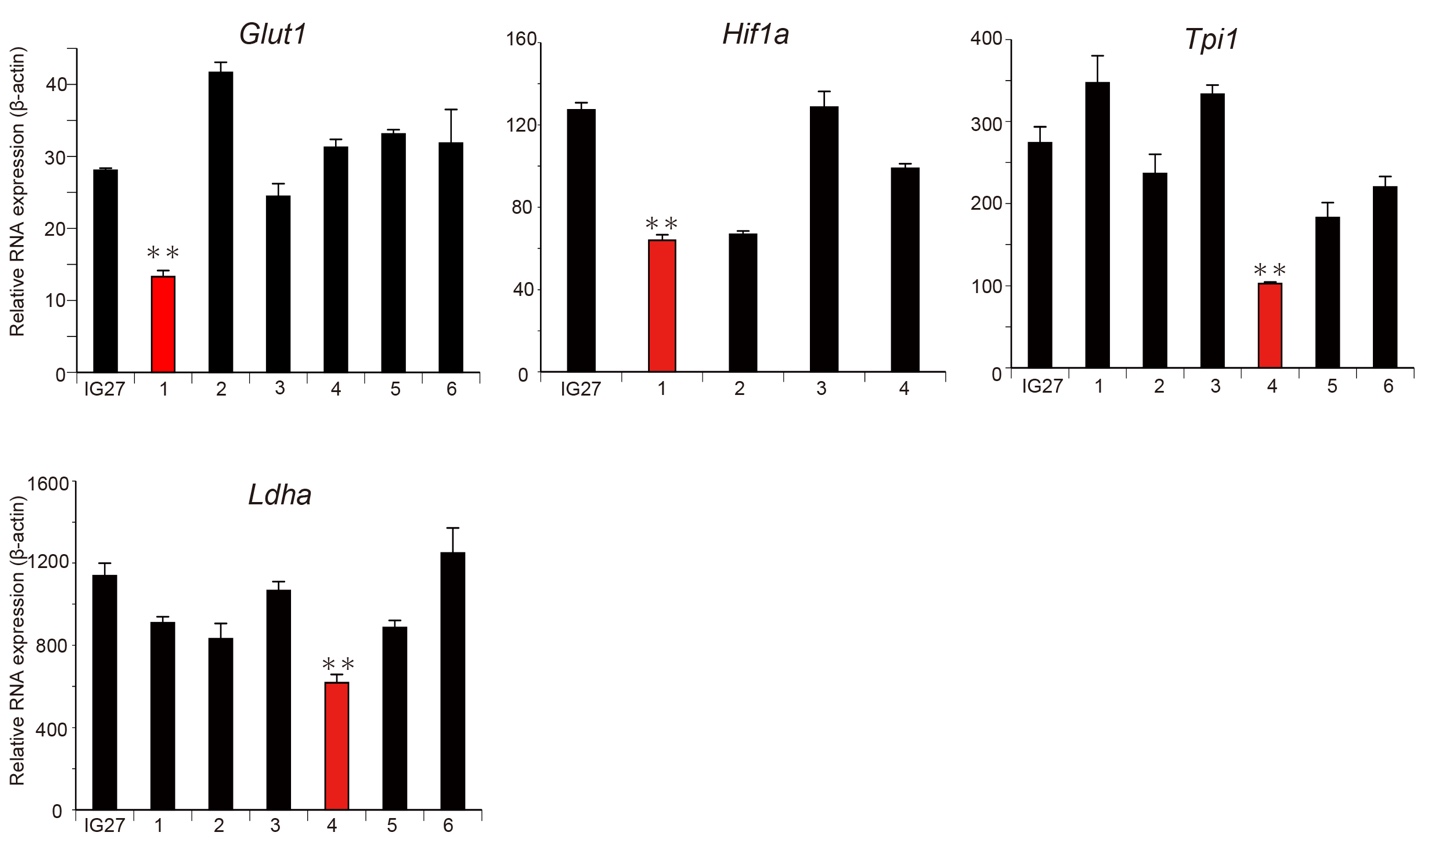

**Supplementary figure S8: Knockdown levels in each clone of stable IG27 cells carrying shRNA.**

Relative RNA expression levels of *Glut1, Hif1a, Tpi1, and Ldha* in each clone of IG27 cells carrying indicated shRNA compared with IG27 cells carrying shRNA negative by real-time RT-PCR. Number indicates clone number. The red colored clone was used *in vivo* injection. Data are presented as mean±SEM. **, p <0.01 compared with IG27 cells carrying shRNA negative. *p* value determined by Mann-Whitney *U* test.

**
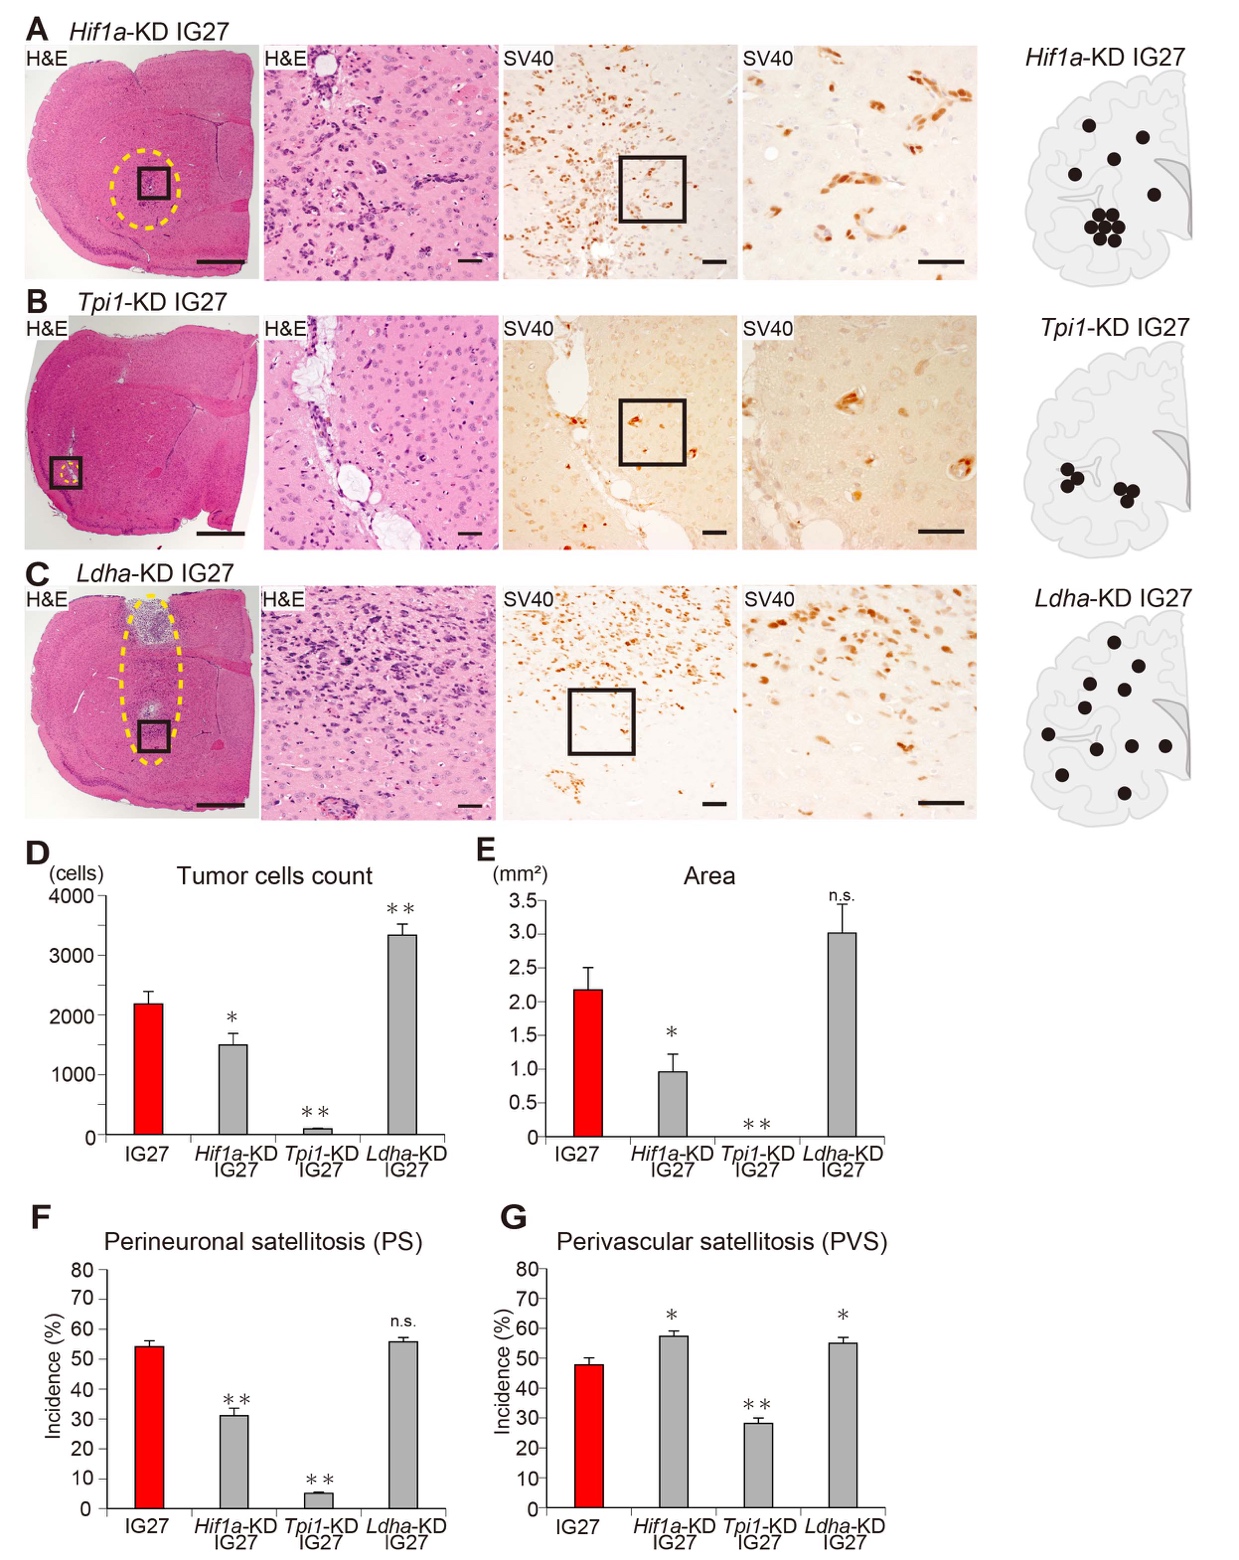
Supplementary Figure S9**

**Supplementary figure S9: Quantitative analysis for progression and invasion in gliomas of IG27 cells carrying *Hif1a-*, *Tpi1-*, and *Ldha-* shRNA.**

**(A-C)** H&E staining, IHC for SV40, and schematic distribution of glioma cells (black dots) at 4 weeks following transplantation of IG27 cells carrying shRNA-*Hif1a* (*Hif1a*-KD IG27) (***A***), shRNA-*Tpi1* (*Tpi1*-KD IG27) (***B***) and shRNA-*Ldha* (*Ldha*-KD IG27) (***C***) into mouse brains. Scale bars, 1 mm (*leftmost images*), 50 µm (*right images*).

(**D-G**) Quantitative analysis of tumor cell number (***D***), tumor expansion area (***E***), the incidence of PS (***F***) and PVS (***G***) at 4 weeks after transplantation of *Hif1a*-KD, *Tpi1*-KD, and *Ldha*-KD IG27 glioma cells. Tumor cell number (***D***) and tumor expansion area (***E***) were calculated in each cohort (n = 6, 7, and 14, respectively, five fields per mouse). The incidence of PS (***F***) and PVS (***G***) were counted in each cohort (n= 3 each, five fields per mouse). *Incidence*, number of neurons to which glioma cells attach out of the total number of neurons. Data are presented as mean±SEM. n.s., not significant. *, p<0.05 **, p <0.01 compared with IG27 cells carrying shRNA negative. *p* value determined by Mann-Whitney *U* test.

**Supplementary Figure S10**

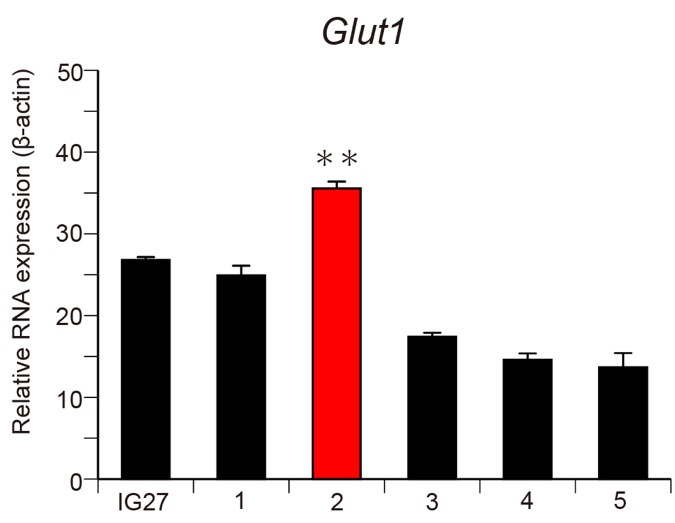

**Supplementary figure S10: Overexpression levels in clones of WT cells carrying *Glut1* cDNA expression vector.**

Relative RNA expression levels of *Glut1* in each clone of WT cells carrying *Glut1* cDNA vector compared with WT cells by real-time RT-PCR. Number indicates clone number. The red colored clone was used *in vivo* injection. Data are presented as mean ± SEM. **, p <0.01. p value determined by Mann-Whitney U test.

**Supplementary** **Figure S11**

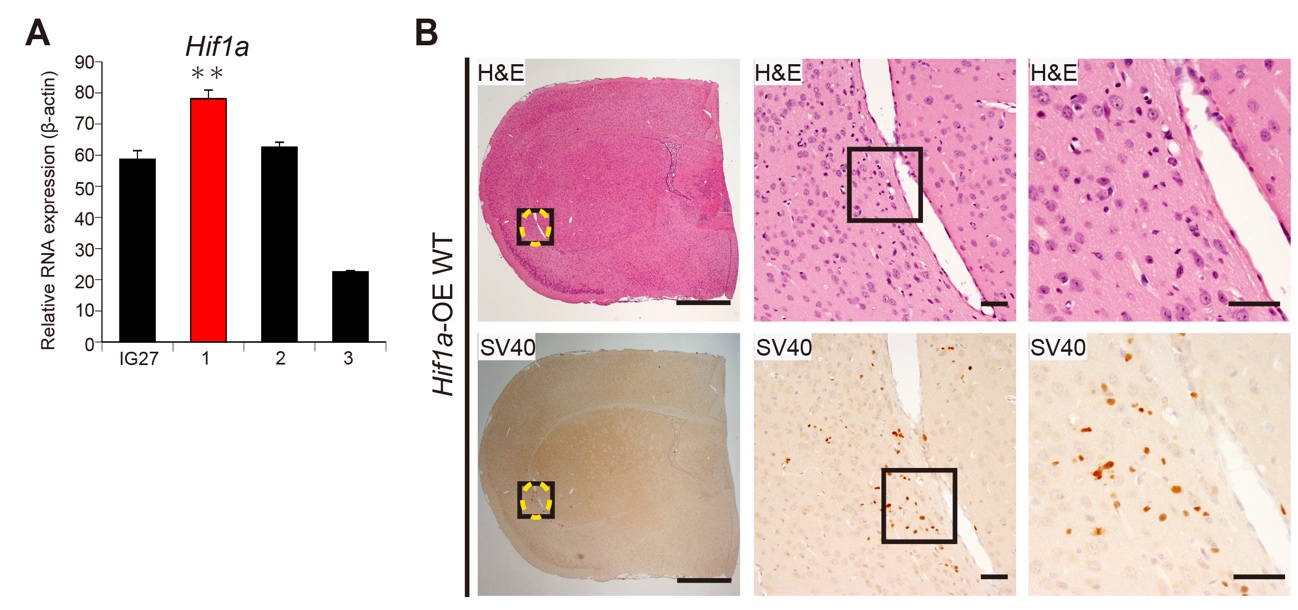

**Supplementary figure S11: *Hif1a* overexpression did not initiate diffuse invasion in WT cells.**

(**A**) Relative RNA expression levels of *Hif1a* in each clone of WT cells carrying *Hif1a* cDNA compared with WT cells by real-time RT-PCR. Number indicates clone number. The red colored clone was used *in vivo* injection. Data are presented as mean ± SEM. **, p <0.01. p value determined by Mann-Whitney U test.

(**B**) Representative images of Hif1a-OE WT glioma. H&E staining and IHC for SV40 at 4 weeks following transplantation of Hif1a-OE WT cells into mouse brains. The glioma infiltration area of Hif1a-OE WT glioma was much smaller than IG27- and Glut1-OE WT glioma　(See also Fig. 6A). Scale bars, 1 mm (*leftmost images*), 50 µm (*right images*).

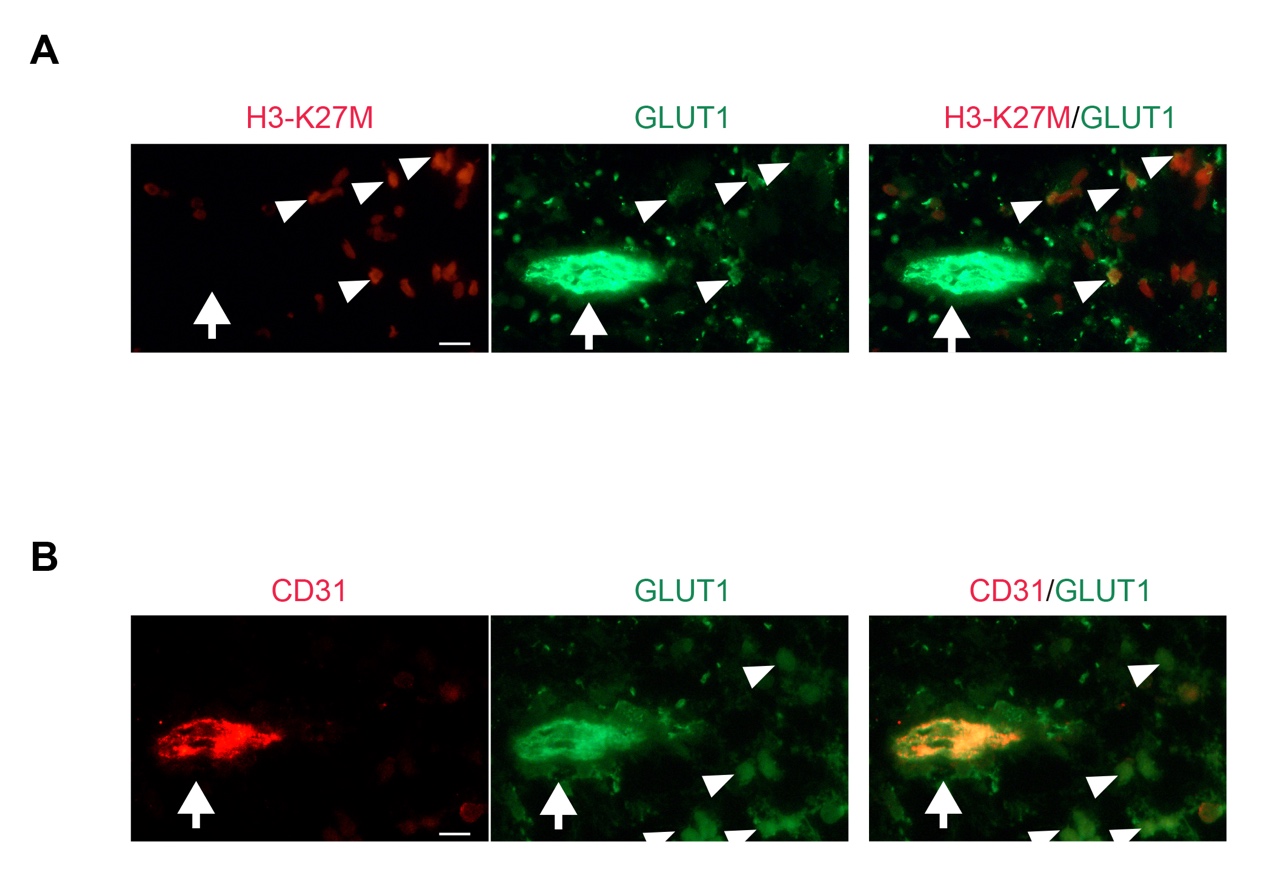
**Supplementary** **Figure S12**

**Supplementary figure S12: CD31, H3K27M, and GLUT1 expression in human H3K27M mutated glioma.**

(**A**) Double IF staining for histone H3 mutated K27M (red) and GLUT1 (green) in H3K27M-mutant diffuse glioma of human patient’s tissue. Scale bars, 10 μm.

(**B**) Double IF staining for CD31 (red) and GLUT1 (green) in H3K27M-mutant diffuse glioma of human patient’s tissue. Scale bars, 10 μm.

Arrows, vessel. Arrowheads, glioma cells.

**Supplementary** **Figure S13**

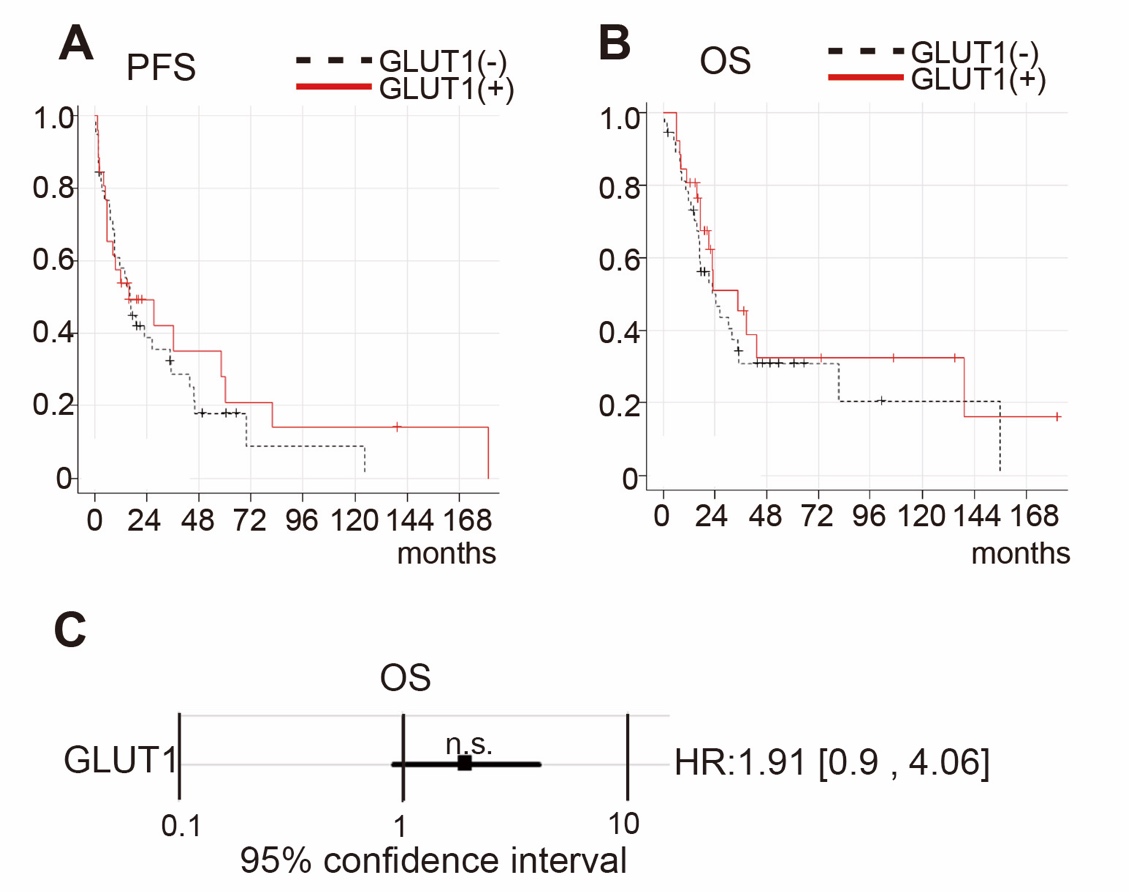

**Supplementary figure S13: GLUT1 expression is not associated with progression free survival (PFS) of univariate analysis and overall survival (OS) of univariate and multivariable analysis in human patients with gliomas.**

**(A and B)** Kaplan-Meier curves of PFS (**A**) and OS (**B**) in patients with glioma with the GLUT1 positive (red line) and negative expression (black dotted line).

**(C)** Multivariate analysis adjusted for age, recurrence, sex, and histological classification for OS. n.s., not significant.

**Supplementary Figure S14**

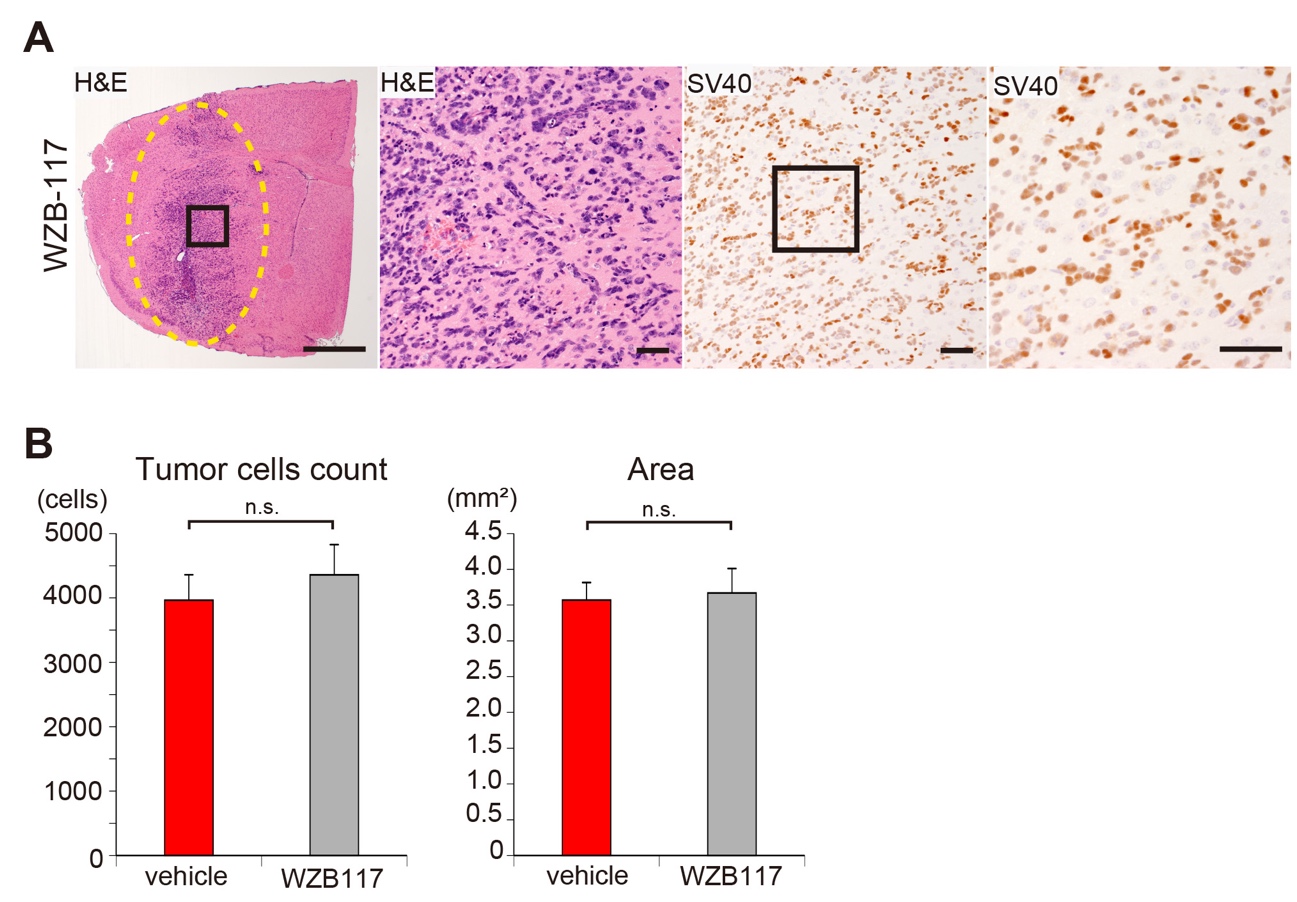

**Supplementary figure S14: Intraperitoneal injection of WZB117 resulted no reduction in the tumor cells and tumor expansion area.**

**(A)** Representative H&E staining and IHC for SV40 in IG27 gliomas of WZB117- treated mice. Scale bars, 1 mm (*leftmost image)*, 50 µm (*right images*).

(**B**) Quantitative analysis of tumor cell number and tumor expansion area in IG27 gliomas of WZB117- treated mice (n=10). *Incidence*, number of neurons to which glioma cells attach out of the total number of neurons. Bars represent mean ± SEM. n.s., not significant by Mann-Whitney test.

**Supplementary** **Figure S15**

**
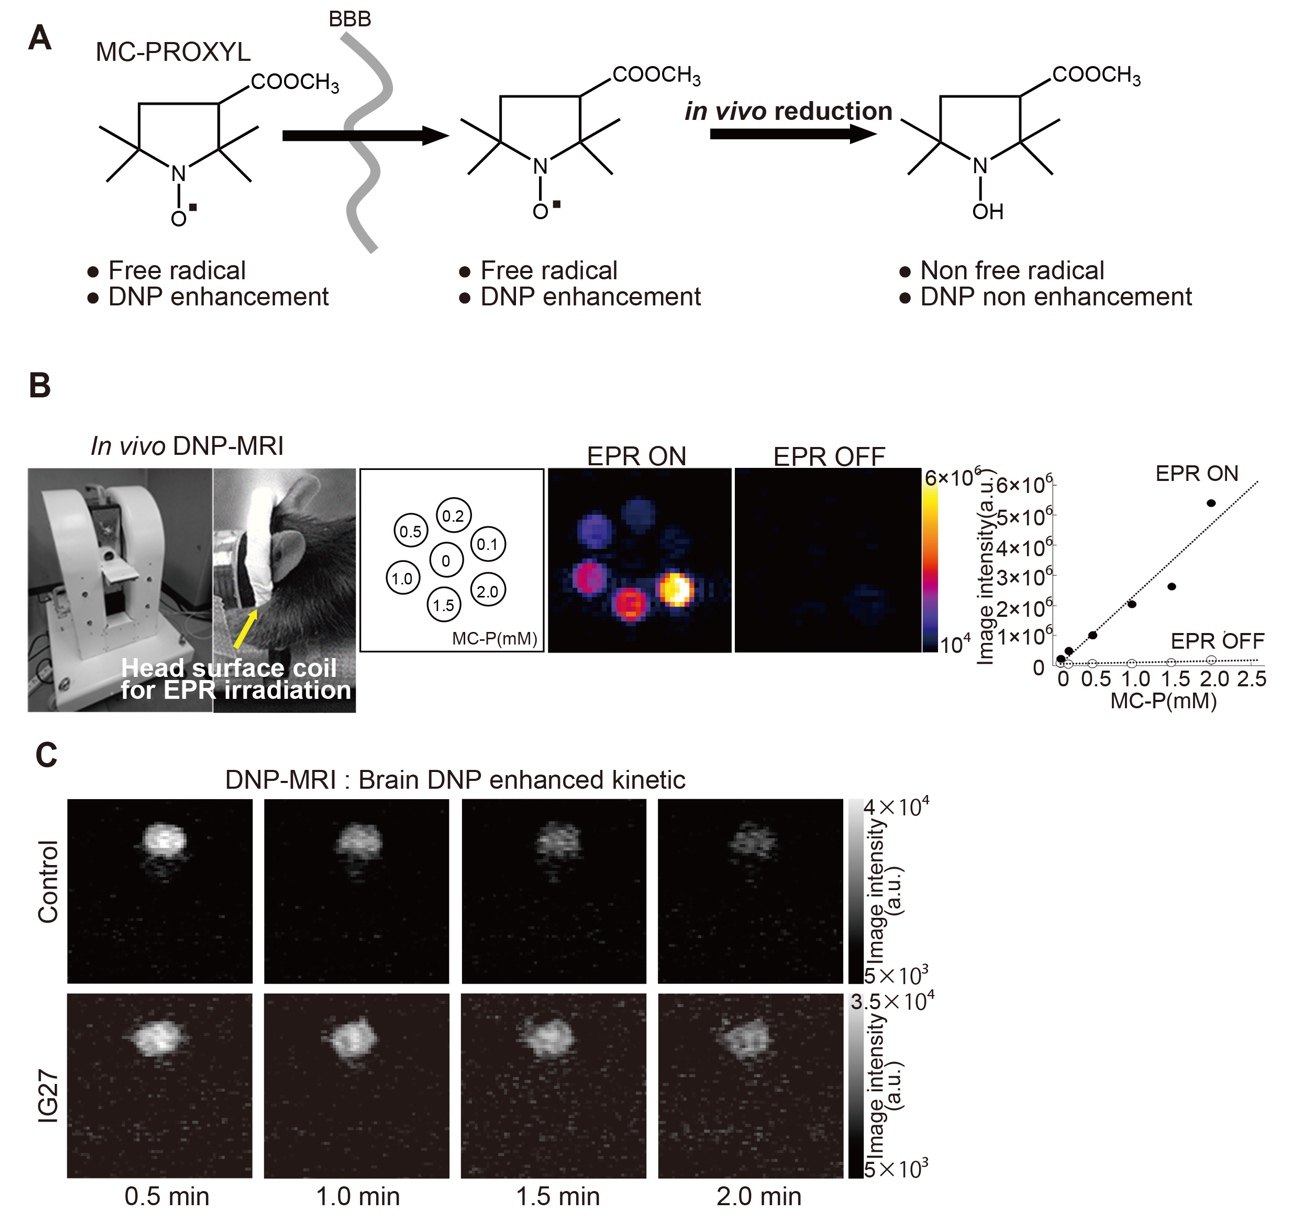
**

**Supplementary figure S15:** **DNP-MRI, but not MRI, is useful for detecting diffuse infiltration of IG27 cells.**

**(A)** Schematics of the molecular structure and one-electron reduction of MC-P in brain tissue after blood-brain barrier crossing.

**(B)** Pictures of *in vivo* DNP-MRI system and head surface coil for EPR irradiation. Schematics of MC-P phantom and DNP MR images with or without EPR irradiation.

**(C)** Time-course DNP-MR images of the head region in control (no-cell transplanted) and IG27-transplanted mice after injection of MC-P.

**Supplementary Methods**

**Glucose transporter Glut1 controls diffuse invasion phenotype with perineuronal satellitosis in diffuse glioma microenvironment**

Masafumi Miyai, Tomohiro Kanayama, Fuminori Hyodo, Takamasa Kinoshita, Takuma Ishihara, Hideshi Okada, Hiroki Suzuki, Shigeo Takashima, Zhiliang Wu, Yuichiro Hatano, Yusuke Egashira, Yukiko Enomoto, Noriyuki Nakayama, Akio Soeda, Hirohito Yano, Akihiro Hirata, Masayuki Niwa, Shigeyuki Sugie, Takashi Mori, Yoichi Maekawa, Toru Iwama, Masayuki Matsuo, Akira Hara, and Hiroyuki Tomita ^*^

**Supplementary Methods**

**Site-directed mutagenesis**

We purchased a plasmid containing the fully sequenced mouse H3f3a cDNA (Accession: BC106177, Clone ID: 6511787) (GE Healthcare Dharmacon Inc.). Primers containing the H3f3a-K27M site-directed mutation (AAG→ATG: K→M) sequence (Figure S1) were generated, amplified by PCR, and ligated into the EcoRI site using InFusion HD cloning kit (Clontech) according to the manufacturer's protocol.

**Cell proliferation**

Cell proliferation was assayed using the Cell Counting kit (Dojin Laboratories, Kumamoto, Japan). Cells were seeded on a 96-well plate with MEM-α supplemented with 10% FBS, 5 μg/mL bovine insulin, 0.2% D-glucose, and 0.1% penicillin-streptomycin solution and incubated in a humidified chamber at 37 °C and 5% CO2. Next, 10 µl of the thawed Cell Counting kit solution was added to each well, and the plates were incubated for 2 h at 37 °C and 5% CO2. The absorbance was measured using a 2104 EnVision Multilabel Reader (Perkin Elmer, USA) at 450 nm, with a reference wavelength of 600 nm.

**Western blotting**

Total protein was extracted from cultured cells using radioimmunoprecipitation assay (RIPA) buffer (Thermo 89900). Equal amounts of protein (75 μg) were separated on 10 % sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) and blotted onto polyvinylidene difluoride (PVDF) membranes (Millipore). For detection of K27M mutant histone H3.3 and β-actin, we used #74829 and #4967 primary antibodies (Cell signaling), respectively, both at a 1:100 dilution. For secondary antibodies, we used horseradish peroxidase (HRP)–linked anti-rabbit or HRP–linked anti-goat (DAKO), both at a 1:2000 dilution. Detection was conducted using enhanced chemiluminescence.

**Histological analysis**

For IHC, sections were placed in citrate buffer (10 mmol/L, pH 6.0), autoclaved at 110 °C for 2 min 30 s for antigen retrieval, rinsed in PBS, and blocked in 3% hydrogen peroxide in methanol for 10 min to remove endogenous peroxidase. Non-specific binding sites were blocked in PBS containing 2% bovine serum albumin (Wako Pure Chemical, Osaka, Japan) for 40 min. Sections were incubated with primary antibodies overnight at 4 °C, washed for 5 min three times in PBS, and incubated with anti-rabbit and anti-mouse IgG antibodies labelled with peroxidase in Histofine Simple Stain MAX PO (Nichirei Corp., Tokyo, Japan) for 60 min at room temperature. Slides were washed three times (5 min for each wash) with PBS, developed with SIGMAFAST DAB for 2 min, counterstained with hematoxylin, dehydrated in a series of graded alcohols, and mounted in a Xylene-based mounting medium.

For IF, the primary antibody was used as for IHC. The slides were incubated with a secondary antibody conjugated with fluorescent proteins under a light-shielded condition at room temperature for 60 min. Then the slides were counterstained with DAPI solution (1:1000; WAKO, Japan) for 5 min, and covered with coverslips. All the antibodies are also listed in Table S5.

Tumor cells counted in the section which cut on injection point. Ki67-positive cells were counted in six high-power fields, and the average number of two or three mice was calculated.

**Scanning electron microscopy**

Mice were anesthetized and perfused with a solution comprising 2% glutaraldehyde, 2% sucrose, and 0.1 M sodium cacodylate buffer. Prior to perfusion, an incision was made in the right atrial appendage, and the neck was ligated with a silk suture. A perfusion pump was used for injection at a steady rate of 1 mL/min. The tissue was then harvested and diced. Three or four pieces of tissue (approximately 1 mm^3^ each) were immersed and fixed in the perfusion solution for 2 h, soaked overnight in a solution without glutaraldehyde, and then washed in an alkaline (0.03 M sodium hydroxide) sucrose (2%) solution. Specimens were then dehydrated through a graded ethanol series and subjected to the frozen fracture method for scanning electron microscopy (S-4800; Hitachi, Tokyo, Japan), as described previously^1^.

**HDAC treatment**

HDAC1 (SignalChem, H83-39G) were administrated 1μM, 5μM with mock into the IG27 cells for 48 hours.

**Lactate assay**

Supernatant samples were obtained from cells that were cultured for 24 h and mixed with solutions included in the Lactate assay kit-WST (Dojindo Molecular Technologies, Inc., Kumamoto, Japan) according to the manufacturer's protocol. MEMα medium without phenol red was used in this experiment. The mixture was incubated at 37 ^o^C for 30 min. Finally, the absorbance was set to 450 nm and measured using a microplate reader. Lactate concentration was determined using a calibration curve.

**Microarray analysis**

Total RNA was isolated from cells using the Maxwell RSC simplyRNA Tissue Kit (Promega Corp., Fitchburg, Wisconsin, USA; cat. #AS1340). Cy3-labelled probes were prepared from total RNA using the Low Input Quick Amp Labeling Kit 1-color (Agilent Technologies, Santa Clara, California, USA; #5190-2305) and hybridized with a microarray slide (SurePrint G3 Mouse GE 8 × 60 K Microarray; Agilent Technologies) for 17 h at 65 ℃. Next, the slide was washed and scanned with a microarray scanner (ArrayScan, Agilent Technologies) to obtain the probes’ fluorescent signal and processed for digitization using Feature Extraction software (Agilent), and analyzed with GeneSpring GX software (Agilent) for gene expression analysis. Moderated t-tests were used to reveal significant differences in gene expression between IG27 and WT cells. 

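A moderated test takes the spread of each gene partly from all genes, which matters with 3 arrays per group. Applied with limma to the normalized log2 intensities, it called 10857 of 14898 genes at an unadjusted p of at most 0.05. In 11284 genes (75.7%) the values of the WT and IG27 arrays did not overlap, where chance would give 10%. The arrays correlated across genes with a Pearson r of 0.994 to 0.996 within WT cells, 0.997 within IG27 cells and 0.902 to 0.906 between WT and IG27 cells (genes are not independent replicates). Arrays were also simulated from the mean and spread of 15254 genes, with 200 genes changed. On these the same steps recovered 82% of the changed genes, all 164 with the right direction, and called 5 unchanged genes. Far more genes differed in the real arrays (70.5% of those tested), and the simulated genes varied independently. The recovered share is therefore not the power in the real arrays. A rank or permutation test of a single gene cannot fall below an exact p of 0.1 with 3 arrays against 3.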

In all analyses, P ≤ 0.05 was considered statistically significant. Further, GSEA was used to analyze pathway enrichment.

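Enrichment was computed on the 14898 tested genes ranked by the signal-to-noise ratio of their linear normalized intensities, with each SD set to at least 0.2 of the absolute mean as GSEA does. The ratio ran from -4.99 to 5, and 6746 genes had a positive ratio, higher in IG27 cells. The running-sum score was compared with 10000 permutations of the genes. The paper's text does not name the type of permutation. Permuting the sample labels in its place gives 20 labelings, and of the 10 labelings with a running-sum score of the same sign as the real one, none but the real one gave a running-sum score, before normalization by gene permutation, as far from 0 for the glycolysis or the oxidoreductase list, an exact p of 0.1, which is the smallest such a design allows.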

**Metabolome analysis**

Culture medium was removed from the dish and cells were washed twice in 5% mannitol solution (10 mL first and then 2 mL). Cells were then treated with 800 μL of methanol and 550 μL of Milli-Q water containing internal standards (H3304-1002, HMT, Inc., Tsuruoka, Japan). The metabolite extract was transferred into a microfuge tube and centrifuged at 2,300 ×g and 4ºC for 5 min. Next, the upper aqueous layer was centrifugally filtered through a Millipore 5-kDa cutoff filter at 9,100 ×g and 4ºC for 120 min to remove proteins. The filtrate was centrifugally concentrated and re-suspended in 50 μL of Milli-Q water for CE-MS analysis. Anionic compounds were analyzed in the positive and negative modes of CE-MS/MS. To obtain peak information including m/z, migration time (MT), and peak area, detected peaks by CE-MS/MS were extracted using automatic integration software (MasterHands, Keio University, Tsuruoka, Japan and MassHunter Quantitative Analysis B.04.00, Agilent Technologies, Santa Clara, CA, USA, respectively). The peaks were annotated with putative metabolites from the HMT metabolite database based on their MTs in CE and m/z values determined by MS/MS. The tolerance range for the peak annotation was configured at ± 0.5 min for MT and ±10 ppm for m/z. In addition, concentrations of metabolites were calculated by normalizing the peak area of each metabolite with respect to the area of the internal standard and by using standard curves, which were obtained by three-point calibrations.

**Glucose Uptake assay**

Cells were treated as indicated for 24 h, then seeded in a 96-well plate (5.0 × 10^3^ cells/well) and cultured for overnight. The culture medium was removed and cells were washed with PBS. Then, cells were incubated with fresh-prepared 500 mM2-deoxyglucose (2-DG, 50 μl/well) for 20 min at room temperature. The uptake process was stopped and neutralized, and luciferase activities were measured by Glucose Uptake-Glo Assay (Promega). Rate of glucose uptake was analyzed according to the manufacturer’s instructions.

**Seahorse XF glycolysis stress test**

Glycolytic rates were measured using the XF Extracellular Flux Analyzer (Seahorse Bioscience, North Billerica, MA). WT and IG27 cells were seeded at a density of 2.0 × 10^4^ cells/well using a Seahorse plate coated with 0.2% gelatin and cultured for overnight. Cells were equilibrated with XF Base media (Seahorse, catalog number 102353-100) at 37 °C for 1 h in an incubator lacking CO2. Glycolysis was measured using Seahorse XF Glycolysis Stress Test Kit (Seahorse, catalog number 103020-100) according to the manufacturer’s protocol followed by sequential treatments with glucose (10 mM), oligomycin (1.0 μM), and 2-DG (50 mM).

**Chromatin isolation and Chip-qPCR**

Chromatin isolation and ChIP of cultured cells was performed according to the manufacturer’s protocol with minor modifications using the SimpleChIP Plus Enzymatic Chromatin IP Kit (Cell Signaling Technology). Briefly, WT and IG27 cells were fixed with 1% formaldehyde for 10 minutes and the cross-linking reaction stopped by addition of glycine to a final concentration of 125 mM. Cells were then washed, lysed, and then sonicated. The supernatant was pre-cleared with Protein-G beads and incubated overnight at 4 °C with histone H3 (acetyl K27)-specific rabbit monoclonal antibody (abcam), or rabbit IgG monoclonal antibody (abcam) as negative control. The DNA–protein complexes were then washed and eluted. Cross-linking was reversed, and recovered DNA was subjected to quantitative PCR using primers of the *Glut1* gene promoter: #1:forward 5’- TACACCCCAGAACCAATGGC -3’ and reverse 5’- CCCGTAGCTCAGATCGTCAC -3’, #2: forward 5’- CAAGAGCAGAGGCTTGCTTG -3’ and reverse 5’- AGAACGGACGCGCTGTAACT -3’.

**Phantom experiments**

Seven tubes of phantom, each tube (4-mm i.d.) containing 0-2 mM MC-P in PBS were used (Supplementary Figure 11). The scanning conditions for *in vivo* DNP-MRI were as follows: EPR irradiation power, 7W; flip angle (FA), 90°; repetition time (T_R_) × echo time (T_E_) × EPR irradiation time (TEPR), 500 × 25 × 250 ms; accumulation number, 2; slice thickness, 20 mm, including the whole thickness of the mouse; phase-encoding steps, 32; field of view (FOV), 40 × 40 mm; and matrix size, 64 × 64 after reconstruction. The DNP-MRI data were analyzed using Image J software.

**DNP-MRI imaging**

DNP-MRI images of the phantom with or without electron paramagnetic resonance (EPR) irradiation to induce the DNP effect in various concentrations of MC-P are shown (Supplementary Figure 11). DNP-MR signal intensity with EPR irradiation linearly increased with concentrations of MC-P up to 2 mM (Supplementary Figure 11). In contrast, image intensity of the phantom without EPR irradiation was very low due to the low magnetic field of the DNP-MRI system (15 mT) (Supplementary Figure 11).

When we explain it in detail, *In vivo* redox molecular imaging was performed using a low magnetic field, *in vivo* DNP-MRI system (Keller-Japan redox Inc.) (Supplementary Figure 11). The external magnetic field (B_0_) for EPR irradiation and MRI was fixed at 15 mT, and the respective radiofrequencies were 455 MHz and 683 kHz. A one-turn circle surface coil for brain imaging was constructed for EPR irradiation during head imaging (Supplementary Figure 11). Mice were anesthetized with 1.5% isoflurane and then secured in a head position on a special holder with adhesive skin tape. During the procedure, the mouse body temperature was kept at 37 ± 1 °C with a heating pad. DNP-MRI scanning of the head started immediately after intravenous injection of MC-P (150 mM MC-P in half normal saline (0.45% saline), 7.5 μL/g body weight). Pharmacokinetic images were obtained at 0.5 ,1, 1.5, 2, 2.5, 3, 3.5, 4, 4.5, and 5 min after administration. Normal MR images with 1 and 10 accumulations were obtained without EPR irradiation. The *in vivo* redox metabolic map was obtained by the slope of the enhanced DNP image intensity of each pixel from four pharmacokinetic images using a custom Excel macro program. The scanning conditions were as follows: power of EPR irradiation, 7W; FA, 90°; T_R_ × T_E_ × TEPR, 500 × 25 × 250 ms; accumulation number, 2; slice thickness, 20 mm, including the whole thickness of the mouse; phase-encoding steps, 32; FOV, 40 × 40 mm; and matrix size, 64 × 64 after reconstruction. Data were analyzed using Image J software.

**1.5-T MRI**

MRI measurements were performed at a 1.5-T scanner controlled by Medalist software (JAPAN Redox Inc., Fukuoka, Japan). A series of T_1_- and T_2_-weighted fast spin echo (T_1_: TR, 500 ms; TE, 12 ms; FA, 90˚; N_EX_, 2; and T_2_: TR, 3000 ms; TE, 90 ms; FA, 90˚; N_EX_, 2; echo factor, 4) were employed. Other imaging parameters were as follows: image resolution, 256 × 128 zero-filled to 256 × 256 (0.125 mm resolution); FOV, 4 × 4 cm; slice thickness, 2.0 mm; 0.5-mm gap; and number of slices, 5.

**Statistical Analysis for human data**

For human glioma experiments, data were analyzed using SPSS version 22 (IBM Japan Ltd., Tokyo, Japan) and R software version 3.5.1 (www.r-project.org). The characteristics of patients were summarized by median values with 25th and 75th percentiles for continuous variables (Supplementary Table 4). Frequencies and percentages are shown for categorical variables. Cumulative probability of PFS and OS were generated using Kaplan-Meier estimates, which were used to assess differences between positive and negative groups of GLUT1 protein expression in human glioma tissues. Subjects in Kaplan-Meier estimates were censored at the earlier of time of last contact or at 168 months follow-up of patients. Multivariable Cox proportional hazard models were used to assess the relationship between outcome (PFS and OS) and GLUT1 protein expression. Adjustments were made for age, recurrence, sex and histological classification, and hazard ratios and 95 percent confidence intervals (95% CI) were calculated using Cox proportional hazard models. We limited the covariates in the model to 4 confounders and one gene to avoid overfitting. The selection of covariates was made a priori according to expert opinion and previous literature. All analyses used a 5% two-sided significance level, nonsignificant was indicated “n.s.”, and significance was indicated as *P < 0.05 and **P < 0.01.

**Reference**

1) Ando, Y., Okada, H., Takemura, G., Suzuki, K., Takada, C., Tomita, H., Zaikokuji, R., Hotta, Y., Miyazaki, N., Yano, H., et al. (2018). Brain-Specific Ultrastructure of Capillary Endothelial Glycocalyx and Its Possible Contribution for Blood Brain Barrier. Sci Rep 8, 17523.

**Supplementary Movie legends:**

Movie 1: Time lapse movie showing co-culture of WT cells and primary neurons.

Movie 2: Time lapse movie showing co-culture of IG27 cells and primary neurons.

Movie 3: Time lapse movie showing the cell tracking of WT and IG27 cells co-cultured with primary neurons.

Movie 4: Time lapse movie showing the accumulation, division, and growth of IG27 cells around a neuronal aggregate.

**Supplementary Table S1: All the materials used in this study**

| **Supplementary Table S4: Name of enzymes involved in glycolysis, pentose phosphate pathway and TCA cycle** | |
| --- | --- |
| **Symbol** | **Enzyme** |
| Hk | Hexokinase |
| Pgi | Phosphoglucose isomerase |
| Fbp1 | Fructose 1,6-bisphosphatase |
| Aldo | Aldolase |
| Tpi | Triose phosphate isomerase |
| Gapdh | Glyceraldehyde-3-phosphate dehydrogenase |
| Pgk | Phosphoglycerate kinase |
| Pgm | Phosphoglycerate mutase |
| Eno | Enolase |
| Pk | Pyruvate kinase |
| Ldh | Lactate dehydrogenase |
| Pdk | Pyruvate dehydrogenase kinase |
| Pdh | Pyruvate dehydrogenase |
| G6pd | Glucose-6-phosphate dehydrogenase |
| Pgls | 6-Phosphogluconolactonase |
| Pgd | 6-Phosphogluconate dehydrogenase |
| Rpia | Ribose-5-phosphate isomerase |
| Cs | Citrate synthase |
| Aco | Aconitase |
| Idh2 | Isocitrate dehydrogenase 2 |
| Scs | Succinyl CoA synthetase |
| Sdh | Succinate dehydrogenase |
| Fh | Fumarase |
| Mdh | Malate dehydrogenase |

| **Supplementary Table S5: Characteristics of the Patients (n=66)** |  |
| --- | --- |
| **Variable** | **Number (%)** |
| Age |  |
| <65 | 42(63.6%) |
| ≧65 | 24(36.3%) |
| Sex |  |
| Male | 42(63.6%) |
| Female | 24(36.3%) |
| Embryology |  |
| Primary | 55(83.3%) |
| Recurrrence | 11(16.7%) |
| Pathologic diagnosis# |  |
| Diffuse astrocytoma, IDH-mutant type | 1(1.5%) |
| Diffuse astrocytoma, IDH-Wild type | 2(3.0%) |
| Anaplastic astrocytoma, IDH-mutant type | 3(4.5%) |
| Anaplastic astrocytoma, IDH-wild type | 3(4.5%) |
| Anaplastic astrocytoma, NOS | 1(1.5%) |
| Glioblastoma, IDH-wild type | 26(39.4%) |
| Glioblastoma, IDH-mutant type | 1(1.5%) |
| Glioblastoma, NOS | 6(9.1%) |
| Diffuse midline glioma, H3K27M mutant | 3(4.5%) |
| Oligodendroglioma, IDH-mutant and 1p/19q codeleted | 3(4.5%) |
| Oligodendroglioma, NOS | 4(6.1%) |
| Anaplastic Oligodendroglioma, IDH-mutant and 1p/19q codeleted | 1(1.5%) |
| Anaplastic Oligodendroglioma, NOS | 3(4.5%) |
| Anaplastic Oligoastrocytoma, IDH-mutant type | 1(1.5%) |
| GBM with ologodendroglial component | 6(9.1%) |
| Griomatosis cererbrii | 1(1.5%) |
| High grade glioma | 1(1.5%) |
| GLUT1 |  |
| Positive | 26(39.4%) |
| Negative | 39(59.1%) |
| ## | 1(1.5%) |
| #:WHO 2007 and WHO 2016 |  |
| ##:These sumples were not suitable for immunohistochemistry. The quality was quite poor. | |

| **Supplementary Table 6: Primer for real-time RT-PCR.** | | |
| --- | --- | --- |
| **Symbol** | **Forward(5'-3')** | **Reverse(5'-3')** |
| *H3K27M* | GGCCTATCTGGTTGGCCTTT | CGTCGTCATCCTTGTAATCAGC |
| *Hif-1a* | ATGGGTTATGAGCCGGAAGA | ACCTCTTTTGGCAAGCATCC |
| *Ldha* | TGTCTCCAGCAAAGACTACTGT | GACTGTACTTGACAATGTTGGGA |
| *Glut1 (Slc2a1)* | CAGTTCGGCTATAACACTGGTG | GCCCCCGACAGAGAAGATG |
| *Tpi1* | CCAGGAAGTTCTTCGTTGGGG | CAAAGTCGATGTAAGCGGTGG |

How the deposited data were processed for this re-analysis (not part of the article)

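RNA expression was compared between 3 WT samples (OS3 glial cells with the empty vector) and 3 IG27 samples (OS3 glial cells with H3.3K27M), each measured on 1 single-color Agilent mouse array of 1 slide. The authors scanned the slide and read the intensity of each spot with Feature Extraction, and the deposited processed signal is the intensity that this software gives after its own processing, whose steps the files do not state, on a linear scale. The deposited value table holds the same intensity per probe, without any scaling between arrays. For single-spot probes it equaled the scanner output in all 56305 probes of each complete array (relative tolerance 1e-04), and for all 300 probes with 10 spots it equaled the geometric mean of the spots without an outlier flag. The columns of WT replicates 2 and 3 hold each other's scanner values, and the labels of the scanner output were used. The deposited scanner output of IG27 replicate 2 holds 285 complete spots, and its 255 single-spot probes equaled the table's column, so the table gave the values of this array. By the rule set for using the table (a Pearson r and slope of the differences between arrays), taken by label 3 of 10 pairs of arrays met it, and taken by values 10 of 10 did. Read by label, that rule would have left IG27 replicate 2 out of the main values. Matching the columns by values was decided after the exchange was seen, and the 5 arrays with complete scanner output are an alternative, which called 9799 genes.

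Values were log2 of the deposited processed signal minus the 75th percentile of each array. Spots with an outlier flag (107 to 210 per complete array) were left out. Well above background is the flag of Feature Extraction, which IG27 replicate 2 lacks. The median processed signal of the arrays ran from 55.4 to 77.6 against a median local background of 29.0 to 34.0. Probes were named through their accessions with a table of the GRCm38.p6 assembly, used for names, neighbors and chromosomes only. Of the probes with a RefSeq accession, 29339 of 29638 with the prefix NM, 2407 of 2478 with NR, 463 of 1222 with XM and 785 of 2549 with XR matched, and the Ensembl, GenBank and genomic accessions were left unnamed and out of the tests. For genes with several probes, the brightest was used. Of 5486 genes with more than 1 tested probe, 1057 had probes of both signs and 184 had probes called in both directions.

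Differences were tested with limma (version 3.58.1 in R 4.3.3; lmFit and eBayes, two-sided, no block), with Benjamini-Hochberg adjustment and a threshold of 0.05. Genes were named in the text by a fixed rule: the 5 largest rises and 5 largest falls among the called genes whose groups did not overlap, the genes the paper names, and members of the lists. *Pfkp*, *Slc2a3*, *Stc2*, *Hoxa10*, *Hoxd4*, and the genes singled out within lists, were chosen for mention after their values were seen. Gene sets were tested with fgsea (version 1.28.0, 10000 gene permutations), camera and fry. The glycolysis and oxidoreductase lists were called in fgsea at an unadjusted p under 0.05, a threshold set before the data were examined, and the Reactome sets at an FDR under 0.25, the paper's. For camera and fry on lists no threshold was set beforehand, and 0.05 was used on p adjusted over the 6 lists. The Reactome sets were those shipped with fgsea, of which those with 15 to 500 members tested were used. Lists written by hand were the glycolysis list, the enzymes of Supplementary Table S4, the heat map genes of Supplementary Figure S6, the genes the paper names, HIF1 targets, interferon genes, proliferation genes, *Hox* genes, glial markers and sex-linked genes. These lists, the rule for naming genes, the rule for the value table, the tests and most alternatives were set before the data were examined. The oxidoreductase list was written after the columns of the files were seen, in place of a rule on gene descriptions that the files do not carry. The scale of the signal-to-noise ratio was chosen after the data were examined, with the other scale as an alternative. The steps were tested on simulated data, with 200 of 15254 genes changed. A set of 44 genes shifted by 0.5 was called there (p = 2.03e-04, permutation of genes) and an unshifted set of that size was not (p = 0.725, permutation of genes). In the real arrays 70.5% of the genes tested differed, and the glycolysis list, with a mean log2 fold change of 0.51, was not called. The simulation therefore checks the steps and does not show that such a shift can be detected in these data.

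The alternatives were the arrays with complete scanner output only, quantile normalization, no filter and a stricter filter on dim probes, outlier spots kept, the mean of a gene's probes, eBayes with trend, replicate number and slide row as blocks, each array left out, another ranking, other set tests and other gene sets. Camera with an estimated correlation and after centering on the chromosome medians was added after the data were examined. All IG27 arrays and WT replicate 2 were in 1 row of the slide and WT replicates 1 and 3 in the other, so the fit with the row as a block compares IG27 cells with WT replicate 2. Normexp background correction was planned on mean signals, which the files lack, and was run on median signals. The replicates are not said to be separate cultures or separate transfected lines, so the spread between them may not hold that between lines, and the effect of the mutation was not separated from other differences between the IG27 and WT lines. Metabolite, imaging, RT-PCR, and tissue data have no deposited file and were left out.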

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

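The paper does not report the following 6 results of the arrays, though it has other experiments on proliferation and on *Hif1a*. The tests of their explanations were chosen after the medians of the chromosomes and lists were seen. A biological explanation, an effect of H3.3K27M, is open for each and was not tested, since the labels name no other IG27 or WT line to compare. For each, 10 splits of the 6 arrays into 3 and 3 cannot give a share low enough to exclude chance. Fry called 208 of 684 Reactome sets higher and 385 lower, so a call by fry says little about a list here. The fit with the row of the slide as a block rests on WT replicate 2 as the only WT array in the row of the IG27 arrays, so it leaves slide position open for each list.

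The genes of chromosomes 8, 9 and X were lower in IG27 cells, with median log2 fold changes of -0.67, -0.64 and -0.59 against -0.07 for all genes. In all, 12 of 20 chromosomes stood apart from the rest at an FDR under 0.05 (camera), 7 above and 5 below, and 2 of the 10 splits, the real one included, gave as many. Scaling between arrays was tested by quantile normalization, under which chromosome 8 stayed at -0.55 relative to all genes, and dim probes by the genes with signal above the median, over which it stayed at -0.61. Chromosomes 9 and X had medians of -0.60 and -0.54 under quantile normalization, against -0.05 for all genes, and of -0.76 and -0.71 over the genes with signal above the median, against -0.13 for all such genes. These argue against scaling and dim probes as the whole cause. Without the filter on dim probes the median of all genes moved to 0.11 and the medians of chromosomes 8, 9 and X were -0.47, -0.27 and -0.08, so that the sizes for 9 and X depend on the filter. A difference in copy number between the lines stays open. Of the stretches of 20 neighboring genes on these 3 chromosomes, 97.1% lay below the median of all genes, but 100% did when the genes of each chromosome were put in random order (median of 100 orders), so the stretches do not decide, and no DNA was measured.

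The interferon list, of which 28 of 31 genes were tested, had a median log2 fold change of 0.78 (limma's camera, adjusted p = 5.77e-05 over 6 lists), with 21 genes higher and 4 lower. Fry gave an adjusted p of 1.34e-05, and the call was lost with an estimated correlation (adjusted p = 0.223 over the 6 lists, 0.0371 unadjusted). Of the 10 splits, 1, the real one, gave a median as large. The median was 0.71 after centering on the chromosome medians, 0.72 over the members well above background on every complete array, and 0.86 with the row of the slide as a block. The first 2 values argue against chromosome shifts and dim probes as the cause. Quantile normalization gave 0.90. Reactome sets on interferon went different ways. Interferon Signaling and Interferon gamma signaling were higher (scores 1.75 and 2.02), Interferon alpha beta signaling was not called (0.57, p = 0.978, permutation of genes), and neither were ISG15 antiviral mechanism and Antiviral mechanism by IFN-stimulated genes (-0.80 each, p = 0.769, permutation of genes). WT cells were transfected with the empty vector, so transfection and the vector are common to both lines. A response to them that differs between the lines, and an effect of the mutation, stay open as untested.

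The HIF1 target list of 28 genes had a median log2 fold change of 0.89 (limma's camera, adjusted p = 5.77e-05 over the 6 lists), with 21 genes higher and 4 lower, and 22 of its genes are not in the glycolysis list. *Stc2*, not well above background in WT cells, was at least 18.8-fold higher in IG27 cells, and the median was the same with *Stc2* at that bound. Fry gave an adjusted p of 2.07e-05, and the call was lost with an estimated correlation (adjusted p = 0.267). Of the 10 splits, 1, the real one, gave a median as large. The median was 0.81 after centering on the chromosome medians, and 0.89 over the members well above background on every complete array, which argue against chromosome shifts and dim probes. With the row of the slide as a block it was 0.83. Quantile normalization gave 1.02. The paper reports higher *Hif1a* RNA in IG27 cells at normal oxygen too, and on the arrays *Hif1a* had a log2 fold change of 0.88. Whether this raised the targets was not tested. Culture conditions that differ between the lines, such as density, were not tested and stay open beside the mutation.

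The proliferation list of 20 genes had a median log2 fold change of -0.46 (limma's camera, adjusted p = 0.0185 over the 6 lists), with 3 genes higher and 14 lower. Fry gave an adjusted p of 3.91e-05, and the call was lost with an estimated correlation (adjusted p = 0.357). Of the 10 splits, 1, the real one, gave a median as large. All 20 members were well above background on every complete array, which argues against dim probes, and with the row of the slide as a block the median was -0.46. After centering on the chromosome medians it was -0.24, with 16 of the 20 genes still below their chromosome's median, and camera still called the list (adjusted p = 0.0326). Shifts of whole chromosomes may therefore account for part of the difference, though not for all of it. Quantile normalization gave -0.33, with the call lost after adjustment (adjusted p = 0.0665), so scaling between arrays stays open. By cell counting, the paper found slightly higher proliferation in IG27 than in WT cells, the opposite direction to these RNA levels. A difference in growth or density between the cultures at harvest stays open.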

How the results depend on the processing

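Of the alternatives, normexp on median signals, the ranking on log2 values, the blocks with the labels of the value table, camera with an estimated correlation and camera after centering on the chromosome medians were chosen after seeing the data. Across all alternatives between 8943 and 10820 genes were called, and the share of higher calls, 43.3%, ranged from 41.2% (probes well above background on every array) to 46.5% (quantile normalization). Leaving out 1 array gave 9799 to 10141 genes, a score of 1.19 to 1.23 for the glycolysis list and of 1.21 to 1.25 for the oxidoreductase list, 17 to 22 higher Reactome sets, 29 to 33 enzymes called, and 33 to 34 heat map genes called higher. The same gave medians of 0.77 to 0.93 for HIF1 targets, 0.71 to 0.85 for interferon genes, -0.48 to -0.43 for proliferation genes and 0.20 to 0.36 for *Hox* genes, and 12 chromosomes in each case. Using the arrays with complete scanner output only is the same as leaving out IG27 replicate 2.

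By an unadjusted p under 0.05, the threshold set for both lists, the glycolysis list was called under 3 settings, normexp on median signals (score 1.45, p = 0.0414 and 0.0497 after adjustment over 6 sets, permutation of genes), fry (mean log2 fold change 0.51, p = 1.38e-04) and camera after centering on the chromosome medians (mean 0.61, adjusted p = 0.0612 over 6 lists, by which it was not called), and the cause was not tested. The other settings gave scores of 1.08 to 1.37. By the same threshold the oxidoreductase list was called, and that call was lost with the blocks with the labels of the value table (p = 0.0644 and 0.0569, permutation of genes), when probes had to be well above background on every array (1.12, p = 0.127, permutation of genes), with camera (mean log2 fold change 0.17, p = 0.837, or 0.929 with an estimated correlation) and with fry (0.17, p = 0.239). With the 20 labelings (1.54) the smallest exact p is 0.1, so that loss follows from the design. After adjustment over 6 sets (permutation of genes), p was 0.0324 under quantile normalization, 0.0401 without the filter on dim probes and 0.0235 with normexp. In the other settings so adjusted, the main one included, it was over 0.05. The set Respiratory electron transport in place of the list had the opposite direction (-1.47). It was past the unadjusted threshold neither under quantile normalization (-1.18, p = 0.176, permutation of genes) nor with normexp (-1.23, p = 0.135, permutation of genes). The number of Reactome sets higher in IG27 cells was 16, and it was 58 without the filter on dim probes, 6 with camera, 208 with fry and 0 with the 20 labelings. The last follows from the design, and the cause of the others was not tested. The number of lower sets, 10, was less stable. It was 3 under quantile normalization, 5 with the row of the slide as a block, 5 with probes well above background on every array, 4 when ranked by moderated t, 1 when ranked on log2 values, 7 with normexp, the mean of a gene's probes and camera, 67 without the filter and 385 with fry. M Phase lost its call under quantile normalization (-1.09), with normexp (-1.23), on log2 values (-1.21), with camera and with the 20 labelings, while Interferon Signaling lost its call with the labelings alone. The *Hox* list was called by fry, and by camera only with probes well above background on every array (a median of 0.36), where 8 of its genes were tested in place of 12, and the cause was not tested. With an estimated correlation and adjustment over the 6 lists, camera no longer called the HIF1 (median 0.89), interferon (0.78) and proliferation (-0.46) lists, though the unadjusted p of the interferon list stayed under 0.05. The proliferation list was also lost after adjustment under quantile normalization (-0.33, adjusted p = 0.0665). The cause was not tested. In the other alternatives in which they were run, these lists stayed called by the adjusted p, and the counts of enzymes, heat map genes and chromosomes stayed within 1.5 times.

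The alternatives were run for some of the single genes named in the text. For these, 26 results lost the call and 4 gained it, with none reversed. *Actb* and *H3f3a* each lost it in 9 of 16 settings and *Pecam1* in 8. *Hdac1* gained it in 3 and *Mki67* in 1.

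With the replicate number as a block, 10303 genes were called, the glycolysis, oxidoreductase, HIF1, interferon, proliferation and *Hox* lists kept their side of the threshold, and 17 Reactome sets were higher (16 of them also without the block) and 12 lower. The numbers do not pair the samples. The deviations of same-numbered WT and IG27 arrays from their group means correlated across genes with r of 0.013, 0.038 and 0.074, and with the WT labels of the value table, with which the block gave 10045 genes, with r of 0.013, 0.001 and -0.093. All arrays were on 1 slide. Its row as a block gave 8943 genes, 8747 of them among the 10498, or 9016 genes with the WT labels of the value table. This fit compares the IG27 arrays with the only WT array in their row, WT replicate 2 (replicate 3 by the labels of the value table). That array correlated across genes with the WT arrays of the other row with r of 0.994 and 0.996 and with the IG27 arrays of its own row with r of 0.905 to 0.906. As both rest on 1 array, slide position was not excluded.

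Normexp on mean signals and the rule on gene descriptions were not run, since the files lack both columns. Signal over background limits what can be compared, as 58.8% to 61.2% of probes were well above background on an array and genes dim in 1 group have only a bound.

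No other split of the arrays into 3 and 3 called as many genes, enzymes or heat map genes as the real one, so that 1 of 10 splits reached each result. For the Reactome sets 9 of the 10 splits reached the real count of 16. By the score normalized by gene permutation, 8 reached that of the glycolysis list and 3 that of the oxidoreductase list, while the running-sum score before this normalization was reached by the real one alone. By 10 splits alone chance cannot be excluded for any of these, and every other split mixes WT and IG27 arrays, so it carries part of their difference.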

Differences from the paper's values

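The paper presents the glycolysis gene set of Figure 3A as enriched in IG27 cells. The glycolysis list used here was written by hand from the enzymes of the pathway named in Figure 3A, alcohol and aldehyde dehydrogenases included. The members of the paper's set were not available, so how many genes they share is not known. The list used here had a score in the same direction, 1.2, and was not called (p = 0.187, permutation of genes). It was called with fry (p = 1.38e-04), an alternative set before the data were examined, and with normexp on median signals (score 1.45, p = 0.0414 and 0.0497 after adjustment over 6 sets, permutation of genes), which was chosen after seeing the values. Camera after centering on the chromosome medians, also chosen after seeing the values, called it by its unadjusted p only (mean log2 fold change 0.61, adjusted p = 0.0612 over 6 lists). The oxidoreductase list had a score in the direction of Figure 6C, whereas the set Respiratory electron transport, an alternative to it, went the other way (-1.47). Among all 684 Reactome sets that set was not called (FDR 0.317, permutation of genes). Under quantile normalization its score was -1.18 (p = 0.176, permutation of genes).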

Other observations

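Only the test of genes at background in 1 line was weighed as an explanation here, and its test was chosen before its result was seen.

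The genes measured by RT-PCR in the paper were also read on the arrays, in cells cultured without hypoxia treatment. *Slc2a1*, which encodes Glut1, had a log2 fold change of 1.92 (standard error 0.08, adjusted p = 4.43e-06 from limma), with 2.17 ± 0.11 (SD, n = 3) in WT cells and 4.09 ± 0.11 (SD, n = 3) in IG27 cells. *Hif1a* had a log2 fold change of 0.88 (adjusted p = 9.78e-06 from limma). *Slc2a3*, which encodes Glut3 and was not among them, had a log2 fold change of -3.08 (adjusted p = 1.88e-07 from limma). *Actb*, the housekeeping gene of the RT-PCR, had a log2 fold change of -0.20 (adjusted p = 0.0261 from limma), below the call in 9 of 16 alternatives. Of other genes the paper names, *Pdgfra* had a log2 fold change of 2.36 and *Trp53* of 0.75, *Pecam1* had one of -0.27, *Mki67* (-0.25) and *Hdac1* (0.14 by its brighter probe and 1.09 by its other probe) were not called, and *Rbfox3* was not tested because it was too dim.

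Of 15 glial markers tested, 6 were higher and 6 lower in IG27 cells (7 and 6 when adjusted over the list alone). *Slc1a3*, not well above background in WT cells, was at least 20.6-fold higher, and *S100b* had a log2 fold change of 4.93. *Gfap* had one of -1.07 by its brighter probe and 0.19 by its other probe, and *Sox2* had one of -0.80. Of 12 *Hox* genes tested, 6 were higher and 3 lower (6 and 4 when adjusted over the list alone), with a median log2 fold change of 0.29 (limma's camera, adjusted p = 0.215 over the 6 lists, fry, adjusted p = 2.61e-04). *Hoxa10*, not well above background in WT cells, was at least 80.4-fold higher (at least 12.7-fold by its other probe), and *Hoxd4*, not well above background in IG27 cells, was at least 22.8-fold lower.

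The labels give the cells as male. *Ddx3y*, *Kdm5d*, *Uty* and *Eif2s3y* of chromosome Y, and *Xist*, were not well above background on any complete array of WT or IG27 cells. Of 39 named probes of chromosome Y, 6 were well above background on at least 1 array.

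Loss of H3K27 trimethylation was weighed as a hypothesis for genes at background in 1 line and well above it in the other, since it could turn on more genes than are turned off. In IG27 cells alone 457 genes were well above background, and in WT cells alone 390, a ratio of 1.17. With 2 WT arrays, as many as the complete IG27 arrays, the ratio was 1.24 to 1.37, above the value of 1.2 set beforehand. The genes of WT cells alone still had to be well above background on all 3 WT arrays, so their number stayed at 390. That of IG27 cells alone rose to 485 to 533. Leaving out a WT array could therefore not lower the ratio, so this comparison does not decide. The main ratio rests on unequal numbers of arrays, so the hypothesis stays open.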
